# Protein Cargo of Extracellular Vesicles From Bovine Follicular Fluid and Analysis of Their Origin From Different Ovarian Cells

**DOI:** 10.3389/fvets.2020.584948

**Published:** 2020-11-04

**Authors:** Svetlana Uzbekova, Carmen Almiñana, Valerie Labas, Ana-Paula Teixeira-Gomes, Lucie Combes-Soia, Guillaume Tsikis, Anais Vitorino Carvalho, Rustem Uzbekov, Galina Singina

**Keywords:** extracellular vesicles, exosomes, follicular fluid, follicular cells, oocyte, bovine, proteome, transcriptome

## Abstract

Follicular fluid (FF) fills the interior portion of the ovarian antral follicle and provides a suitable microenvironment for the growth of the enclosed oocyte through molecular factors that originate from plasma and the secretions of follicular cells. FF contains extracellular nanovesicles (ffEVs), including 30–100-nm membrane-coated exosomes, which carry different types of RNA, proteins, and lipids and directly influence oocyte competence to develop embryo. In the present study, we aimed to characterize the protein cargo of EVs from the FF of 3–6-mm follicles and uncover the origins of ffEVs by assessing expression levels of corresponding mRNAs in bovine follicular cells and oocyte and cell proteomes. Isolated exosome-like ffEVs were 53.6 + 23.3 nm in size and could be internalized by cumulus-oocyte complex. Proteomes of ffEVs and granulosa cells (GC) were assessed using nanoflow liquid chromatography coupled with high-resolution tandem mass spectrometry after the gel fractionation of total proteins. In total, 460 protein isoforms corresponding to 322 unique proteins were identified in ffEVs; among them, 190 were also identified via GC. Gene Ontology terms related to the ribosome, protein and RNA folding, molecular transport, endocytosis, signal transduction, complement and coagulation cascades, apoptosis, and developmental biology pathways, including PI3K-Akt signaling, were significantly enriched features of ffEV proteins. FfEVs contain numerous ribosome and RNA-binding proteins, which may serve to compact different RNAs to regulate gene expression and RNA degradation, and might transfer ribosomal constituents to the oocyte. Majority of genes encoding ffEV proteins expressed at different levels in follicular cells and oocyte, corroborating with numerous proteins, which were reported in bovine oocyte and cumulus cells in other studies thus indicating possible origin of ffEV proteins. The limited abundance of several mRNAs within follicular cells indicated that corresponding ffEV proteins likely originated from circulating exosomes released by other tissues. Analysis of bovine ffEV transcriptome revealed that mRNAs present in ffEV accounted for only 18.3% of detected ffEV proteins. In conclusion, our study revealed numerous proteins within ffEVs, which originated from follicular and other cells. These proteins are likely involved in the maintenance of follicular homeostasis and may affect oocyte competence.

## Introduction

In mammals, the antral ovarian follicle is filled with follicular fluid (FF), which provides an optimal environment for oocyte growth, meiotic maturation, and the acquisition of oocyte competence for embryonic development (1, 2). The FF is derived from both blood plasma and the secretions of different types of somatic follicular cells (cumulus, granulosa, and thecal layers). The active exchange of molecular factors occurs between follicular cells and the oocyte via different mechanisms of cell-to-cell communication including extracellular vesicles (EVs) (3–6). EVs are enclosed within membranes and can be classified into three principal groups according to their biogenesis and size, as follows: exosomes (30–150 nm), macrovesicles (100–1,000 nm), and apoptotic bodies (7). Exosomes are released to the extracellular space from intracellular multivesicular bodies on fusion with the plasma membrane. They contain different molecular cargo, which includes proteins, lipids, and different types of RNAs and DNA. These factors can be transferred to target cells to facilitate cell-to-cell communication and signal transmission in different physiological systems, including reproductive organs (4, 7, 8).

Recently, EVs have been identified in most types of maternal reproductive fluids (follicular, oviductal, and uterine fluids) (4, 9–13). It has been suggested that exosomes, like extracellular vesicles identified in the follicular fluid (ffEVs), mediate molecular signaling between follicle cells and may modulate the functions of target cells [reviewed by Tesfaye et al. (6)]. It has been shown that bovine ffEVs are capable of stimulating granulosa cell proliferation (14) and cumulus expansion *in vitro* (15). These effects were associated with the sizes of follicles from which ffEVs originated and revealed that ffEVs from small follicles (3–6 mm) were preferentially taken up by follicular cells vs. larger follicles (14). Further, research revealed that these follicles affected oocyte competence to a greater degree than large follicles (16), and displayed increased blastocyst rates (16) and modulated gene expression in cumulus cells (CC) (17). However, the addition of ffEVs during *in vitro* maturation (IVM) did not affect oocyte maturation rates (17). In contrast, when ffEV supplementation was assessed throughout the IVM of heat-stressed oocytes, increases in the rates of cell cleavage and embryo development were observed (18). Interestingly, rates were similar to those associated FF supplementation, which improved the quality of blastocysts produced *in vitro* (19). Taken together, recent studies have shown that ffEVs play important roles in the process of oocyte maturation by affecting functional mechanisms of meiotic division, cytoplasm maturation, and stress protection via different pathways. Moreover, molecules that are released from surrounding follicular cells into FF via ffEVs could serve as non-invasive molecular markers of oocyte competence (6).

To date, most studies of the molecular cargo of ffEVs have focused on ffEV miRNA and their roles in the regulation of target cell gene expression after EV uptake by granulosa cells (GG) and cumulus-oocyte complex (COC) (11, 17, 20–23). A number of miRNAs have been determined to be up- or downregulated in small subordinate follicle ffEVs compared with larger ones. In addition, some miRNAs of ffEV have been associated with cellular proliferation and inflammatory response pathways (23). Differences have been also observed between ffEV miRNAs of hyperstimulated and unstimulated heifers. Differentially expressed genes identified were associated with genes involved in oocyte meiosis and MAPK and TGF-beta signaling pathways (22). Furthermore, different cargo of ffEV miRNAs have been identified in follicles with low and high progesterone levels, and some activate numerous signaling pathways in CC or COCs after 9 h IVM (17). In post-calving cows, miRNA expression patterns of ffEVs of cows with different degrees of energy balance differed. Further, differential expression of miRNA-targeting genes involved in TGF-beta, mTOR, and PI3K signaling, apoptosis, the cell cycle, adherent junction, and other biological pathways important for reproductive functions was observed (24).

Data regarding the molecular components of EVs and their release from different cell types that were determined *in vivo, in vitro*, and from the assessment of variety of biological fluids from different species have been deposited in the public online database, Vesiclepedia (25). In 2019, this database contained 10,500 miRNA entries, 27,600 mRNA entries, and 350,000 protein entries (26). Compared with other species, proteomic data derived from bovine EVs are scarce. In fact, only 1,562 protein IDs from bovine EVs have been reported up to date, compared with 12,800 protein IDs that have been identified from human EVs. In cows, EV proteins have previously been identified from plasma (27), urine, saliva, milk (28), and oviduct fluid (10). However, no comprehensive analysis of the bovine ffEV protein cargo has yet been performed. In contrast, the protein cargo of ffEVs has been assessed in equine and human ffEVs, and 73 and 662 proteins were identified, respectively (20, 29). Moreover, a comparison of the abundance of ffEV proteins in control and polycystic ovary syndrome ovaries could potentially identify potential markers of oocyte quality (29).

FfEVs and their cargo have the potential to affect oocyte competence acquisition, which is necessary for ensuring optimal embryo development, and they are potential markers of oocyte quality. Despite its potential utility, minimal data regarding protein cargo of bovine ffEVs are available. Therefore, the present study aimed to characterize the protein cargo of bovine ffEVs, particularly within exosomes. Moreover, because follicles contain different types of follicular cells (granulosa, theca, and CC), and because enclosed oocytes are within FF, we aimed to reveal the origin of ffEVs by analyzing ffEV proteins and corresponding mRNA expression levels in follicular cells.

## Materials and Methods

### Ethics

No experiments involving living animals were performed.

### Chemicals

All chemicals were purchased from Sigma-Aldrich (Saint-Quentin Fallavier, France), unless otherwise specified.

### The Isolation of Extracellular Vesicles From Follicular Fluid

Follicular fluid (FF) contained in follicles of 3–6 mm was obtained from a batch of 20–40 bovine ovaries from three independent experiments. In total, three ffEV samples from three pools of FF aspirates and the corresponding three GC samples were obtained. Then, ffEV samples were isolated from the three independent experiments by serial centrifugation to clarify the FF preparations followed by ultracentrifugation based on the protocol used by Almiñana et al. (10, 30, 31) for isolation and characterization of oviductal EVs in bovine and porcine. The protocol was based on the original protocol for isolating EVs from fluids reported by Thery et al. (32) with a few modifications. The protocol used is similar to da Silveira et al. protocol to isolate EVs from FF preparations from equine and bovine (16, 33). First, FF samples were clarified via centrifugation at 300 × *g* for 15 min to remove remaining cells, followed by a 15-min centrifugation step at 2,000 × *g* to eliminate cell debris and apoptotic bodies. Then, clarified FF (5-ml samples) was centrifuged 30 min at 12,000 × *g* at 4°C to remove microvesicles. Supernatants were transferred to clear tubes and centrifuged at 100,000 × *g* 90 min at 4°C (Beckman centrifuge L8-M, SW41T1 rotor). Pellets were washed in phosphate-buffered saline (PBS) and centrifuged at 100,000 × *g* 90 min. Final ffEV pellets were diluted with 25 μl PBS and stored at −80°C.

### Transmission Electron Microscopic Analysis of Extracellular Vesicles

Transmission electron microscopy (TEM) was performed to assess all the ffEV pools using the protocol previously employed (10, 30, 34). Briefly, for TEM analyses, 2.5-μl ffEV samples were fixed in 5 μl of 2% glutaraldehyde solution in PBS. Then, 3 μl of each fixed ffEV suspension was placed on a Formvar/Carbon coated grid and incubated for 5 min at room temperature (20–22°C). Samples were washed with distilled water three times, stained with 2% uranyl acetate, and air dried at room temperature. Micrographs were obtained using a Hitachi HT 7700 Elexience TEM at 80 kV (with an AMT charge-coupled device camera) and a JEM 1011 TEM (JEOL, Japan) equipped with a Gatan digital camera that required Digital Micrograph software (Gatan, Pleasanton, United States) at 100 kV. EV size measurements were performed using ImageJ software (NIH, Bethesda, United States).

### Uptake of ffEV by COCs

To examine the uptake of ffEV by COCs, ffEV samples were labeled with PKH67, a lipophilic green fluorescent dye using the Green Fluorescent Cell Linker Kit (MINI67) in accordance with the manufacturers' recommendations, with minor modifications. Briefly, 30 μl of the ffEV suspension (environ 100 μg of EV), or 30 μl of PBS (negative control), was added to 125 μl of diluent C. Second, 1 μl PKH67 (4 μM) was added to 125 μl of the same diluent. Then, both solutions were mixed. Tubes containing EV-PKH67 and PBS-PH67 mixtures were incubated for 5 min at room temperature in the dark. To stop the reactions, 250 μL of 16% BSA solution in PBS was added. After incubating for 1 min, 3.5 ml sterile, filtered PBS was added to each sample. Tubes with labeled vesicles (PKH67-EV) and controls (PKH67-PBS) were ultracentrifuged at 100,000 × *g* for 30 min at 4°C to pellet EVs. Liquid was completely removed from each tube and both EV and PBS pellets were resuspended in 100 μl culture medium (TCM199 without phenol red, M3769). Both green-labeled ffEVs and control samples were stored at 4°C for 1 day before being used for COC uptake studies.

IVM was performed using selected bovine COCs in 500 ml TCM199 without phenol red supplemented with 100 ng/ml epidermal growth factor (EGF) as earlier described (35). Then, 25 μl of either labeled EVs (PKH67-EV) or control preparations (PBS-PHK67) were added to COCs for 24 h at 38.8°C, 5% CO_2_, and 20% O_2_. After IVM, COCs were rinsed two times for 10 min in phenol-red-free TCM199 and twice with warm PBS/0.1% BSA. To observe the nuclei of cells, COCs were fixed in 4% paraformaldehyde in PBS for 10 min, washed with PBS/0.1% BSA, and stained 15 min using Hoechst 33342 solution (2 μg/ml). After washing two times for 5 min in PBS, COCs were mounted onto slides containing Moveol solution. Finally, COCs were observed under a Zeiss LSM700 confocal microscope (Carl Zeiss Microscopy GmbH, Munich, Germany) using the ×20 and ×40 oil immersion objectives with appropriate filters. Images were taken using Zen 2012 version 8.0 software (Carl Zeiss Microscopy).

### Proteomic Analysis

Total protein concentrations within ffEV and GC preparations were measured using a bicinchoninic acid assay (BCA; Interchim, Montluçon, France) according to the manufacturer's instructions. Samples were stored at −80°C for subsequent proteomic analyses.

The general workflow of proteomic analyses has been reported in supplementary data (Supplementary Figure 1). For proteome analysis, 80 μg total proteins from GC (three independent GC samples were pooled) and ffEVs (three independent ffEV preparations were pooled) obtained from 3–6-mm follicles were solubilized in SDS-PAGE sample buffer containing 4% SDS, 5% beta-mercaptoethanol, and 1.2 M Tris–HCl (pH 6.8) and boiled for 5 min at 95°C. Denatured samples were centrifuged at 10,000 × *g* for 5 min and fractionated on an 8–16% polyacrylamide gel (SDS-PAGE minigel 8.3 × 6 cm × 1.5 mm) at 120 V for 90 min. The SDS-PAGE gel stained with Coomassie blue solution and gel bands containing EV and GC samples were sectioned into 10 slices.

Each gel slice was washed in water and twice in 100% methanol/50 mM NH_4_HCO_3_ (1:1) for 1 min and rinsed with 100% acetonitrile/50 mM NH_4_HCO_3_ (1:1) for 5 min. Then, samples were dehydrated in 100% acetonitrile for 30 s and dried using a SPD1010 speedvac system (Thermosavant; Thermo Fisher Scientific, Bremen, Germany). Cystein reduction and alkylation were performed via successive incubations in 25 mM dithiothreitol/50 mM NH_4_HCO_3_ for 20 min at 56°C and 55 mM iodoacetamide/50 mM NH_4_HCO_3_ for 20 min in the dark at room temperature. Gel slices were washed in water and successively incubated in 50 mM NH_4_HCO_3_/acetonitrile (1:1) for 5 min and acetonitrile for 30 s, and dried. Proteins were digested in 25 mM ammonium hydrocarbonate that contained 12.5 ng/μl trypsin and incubated overnight. Peptide extractions were performed as previously described (36).

#### Nano LC-MS/MS Analysis

Nanoflow liquid chromatography–tandem mass spectrometry (nanoLC-MS/MS) analysis was performed using an LTQ Orbitrap Velos mass spectrometer (Thermo Fisher Scientific) coupled to an Ultimate 3000 RSLC Chromatographer (Dionex, Amsterdam, The Netherlands). Peptide extracts were injected on an Acclaim PepMap 100, LC Packings trap C18 column (75 μm inner diameter, 2 cm long, 3 μm particles, 100 Å pores) and separated using a Acclaim PepMap C18 nano-column (75 μm inner diameter, 50 cm long, 3 μm particles, 100 Å pores). Mobile phases consisted of (A) 98% water/2% acetonitrile in the presence of 0.1% formic acid and (B) 16% water/84% acetonitrile in the presence of 0.1% formic acid. The gradient consisted of 4–60% B for 90 min at a 300 nl/min flow rate. The instrument was operated in positive data-dependent mode with a resolution set to 60,000. In the scan range of *m*/*z* 300–1,800, the 20 most intense peptide ions with charge states ≥2 were sequentially isolated and fragmented using collision-induced dissociation. A lock mass was enabled for accurate mass measurements. Polydimethylcyclosiloxane [*m*/*z*, 445.1200025; (Si(CH_3_)_2_O)_6_] ions were used for the internal recalibration of the mass spectra.

#### Protein Identification and Validation

Protein data identification was performed using the Mascot search engine, version 2.3.2 (Matrix Science, London, United Kingdom), in combination with Proteome Discoverer 2.1 software (Thermo Fisher Scientific), against the mammal section of the non-redundant NCBI database (downloaded July 2018). Search parameters included trypsin as a protease with two missed cleavage sites allowed and with carbamidomethylcysteine addition, methionine oxidation, and acetylation of the N-terminal protein included as variable modifications. The tolerance of the ions was set to 5 ppm for the parent and 0.8 Da for fragment ion matches. Identified proteins were subjected to Scaffold v4.8.4 software (Proteome Software, Portland, United States) for validation. The identified identities of peptides and proteins were accepted if they could be established at a confidence score of >95% probability threshold, using the Prophet algorithm (37, 38). The correspondent percent decoy false discovery rate (FDR) was 0.4% regarding the number of proteins/clusters, and FDR was 0.02% for the number of spectra, which was in accordance with FDR values acceptable by Mass Spectrometry Data Interpretation Guidelines (<1%) (39). Proteins sharing similar peptide sequences were grouped into clusters. For each protein identified to be non-bovine, a manual blastp analysis against *Bos taurus* protein databases was performed to obtain a species-specific identification of the protein.

### Western Blot

Concentrated 4× Laemmli buffer was directly added to either ffEV or GC preparations, incubated on ice for 15 min, and heated for 8 min at 99°C. Protein lysates were centrifuged 5 min at 12,000 × *g*. Approximately 8 μg of each preparation was subjected to electrophoresis on a 4–12% acrylamide gel (Life Technologies, Saint-Aubin, France) and transferred to a 0.45-μm nitrocellulose membrane (Pall Corporation; VWR International, France). To verify the transfer, membranes were stained with Red Ponceau solution for 1 min, rinsed, and scanned. After washing with a TBS−0.1%/Tween-20 (TBST) solution, blocking was performed with 5% non-fat dry milk in TBST for 1 h at room temperature. Incubation with primary rabbit antibodies to human HSPA8 (1/1,000 dilution), RPS17 (1/1,000 dilution), RPS6 (1/500 dilution), or mouse antibodies to human vinculin (VCL) (1/2,000 dilution) was performed at 4°C overnight. Membranes were then washed using TBST and incubated with secondary horseradish peroxidase (HRP)-conjugated secondary antibodies (final dilution of 1:10,000) in TBST for 2 h at room temperature. After washing, the specific luminescence was revealed by chemiluminescent reagent ECL-Plus (Thermo-Fisher Scientific, Courtaboeuf, France). Signals were captured using a GeneGnome camera (Syngene, Cambridge, United Kingdom) and Genesys 1.5.4 software (Syngene).

### Gene Expression Analysis

To analyze bovine gene expression within theca cells (TH), GC, CC, and oocytes, we used transcriptome data (public repository: Gene Expression Omnibus, accession number GSE149151) previously obtained with a customized 60K Agilent bovine microarray, which covered 97% of Ensembl *Bos taurus* transcripts. These microarray expression data were validated via the real-time PCR of 10 different genes in a previous study (40). For the present study, we retrieved normalized expression values for genes coding proteins identified in ffEVs. For each gene, the median expression value of all spots was considered (at least two spots were present per gene in the microarray). 

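Of the 266 genes listed in Table S5, all of which were on the array, 191 had 2 probes, 57 had 4, 15 had 6, and 3 (not singled out for their values) had 8. The probes of a gene were not always at the same level. In 33 genes they lay more than 5 log2 units apart, and in 15 genes some probes were above background while others were not. For 6 genes (ITGB1, LAMP2, MYOF, PRPS1L1, SORT1, and TFRC), at least 1 probe was called higher and another lower in the oocyte than in the somatic cells by limma.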

The analysis of differential gene expression in follicular cells (TH, GC, CC, and oocytes) and a hierarchical classification were performed using normalized expression values of four biological replicates using XLSTAT software (Addinsoft, Paris, France). For differential analysis, ANOVA with Benjamini–Hochberg (BH)-corrected *p*-values was applied. Tukey test was used for multiple pair analyses. Differences at corrected values of *p* < 0.05 were considered significant.

RNA sequencing data obtained from the RNA content of bovine follicular fluid extracellular vesicles (16) were used to compare lists of the proteins identified in ffEVs and their coding mRNAs. Normalized RNAseq data were retrieved from GEO (accession number GSE96832), and transcripts with more than zero fragments per kilobase per million mapped reads (FPKM) were considered to be present in ffEVs (from a minimum of 0.186762 FPKM to a maximum of 2.53391 FPKM per gene loci).

### Functional Annotation of the ffEV Proteins

Lists of proteins identified in bovine ffEVs and GC in the study were compared with lists of proteins retrieved from the Vesiclepedia database, version 4.1 (http://microvesicles.org/index.html), which contained information regarding the molecular composition of EVs in different species (25, 26). The list of official symbols of ffEV proteins was compared with lists produced from either bovine or human EV-proteomes. In addition, the list of proteins identified here in bovine ffEVs was compared with lists of proteins recently reported in bovine oocyte and cumulus cells (41, 42).

Gene Ontology (GO) analyses were performed with FunRich software, version 3.1.3. (43), DAVID functional annotation bioinformatics microarray analysis (https://david.ncifcrf.gov/), and the STRING functional protein association network (https://string-db.org/). GO enrichment analysis was performed using a BH-corrected value of *p* < 0.05.

## Results

### Characterization of Extracellular Vesicles From Bovine Follicular Fluid and an Analysis of Their Uptake of by the COC

Morphological characterization of ffEVs via TEM was performed to confirm the presence of exosomes obtained from FF after serial ultracentrifugations (Figure 1). All three ffEV preparations, taken for analysis, showed a population of small nanovesicles that resembled exosomes, mainly ranged in 40–100 nm size. The histogram shown in Figure 1 showed the vesicle size distribution of ffEV preparations. A mean diameter of 53.6 ± 23.3 nm from 313 measured vesicles was obtained. The percentage of ffEVs within a 100–150-nm range was 2.9% and the percentage within a 150–200-nm range was 0.3%.

**Figure 1:**
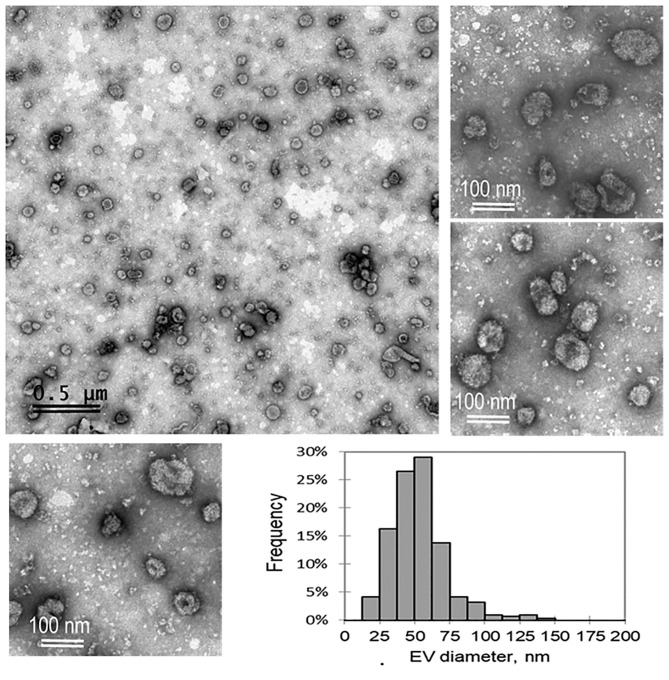
A representative transmission electron microscopy images of bovine exosome-like follicular fluid extracellular vesicles (ffEVs) derived from 3–6-mm ovarian bovine follicles and a histogram of the size distribution of ffEVs are shown.

Mass spectrometry proteomic data revealed the presence of several exosome markers within ffEV preparations, identified with 97–100% probability: tetraspanins CD81, CD9, and also cytosolic protein markers: annexins ANXA2 and ANXA5, and heat shock proteins HSPA6, HSP90-alpha, and HSPA8 (Supplementary Table 1).

To demonstrate that COCs were able to internalize ffEVs during oocyte IVM, ffEVs were labeled with green fluorescent PKH67 dye and incubated with bovine COCs for 24 h. Confocal microscopy was used to confirm that ffEVs were internalized by COCs by detecting green fluorescent spots in the cytoplasm of CC, around the nucleus (Figure 2A). No green fluorescent EVs were observed in the negative controls, when COCs were incubated with control PKH67–PBS preparation (Figure 2B). Furthermore, we observed that green fluorescent ffEVs were located into zona pellucida and the periphery of the ooplasm (Figure 2C).

**Figure 2:**
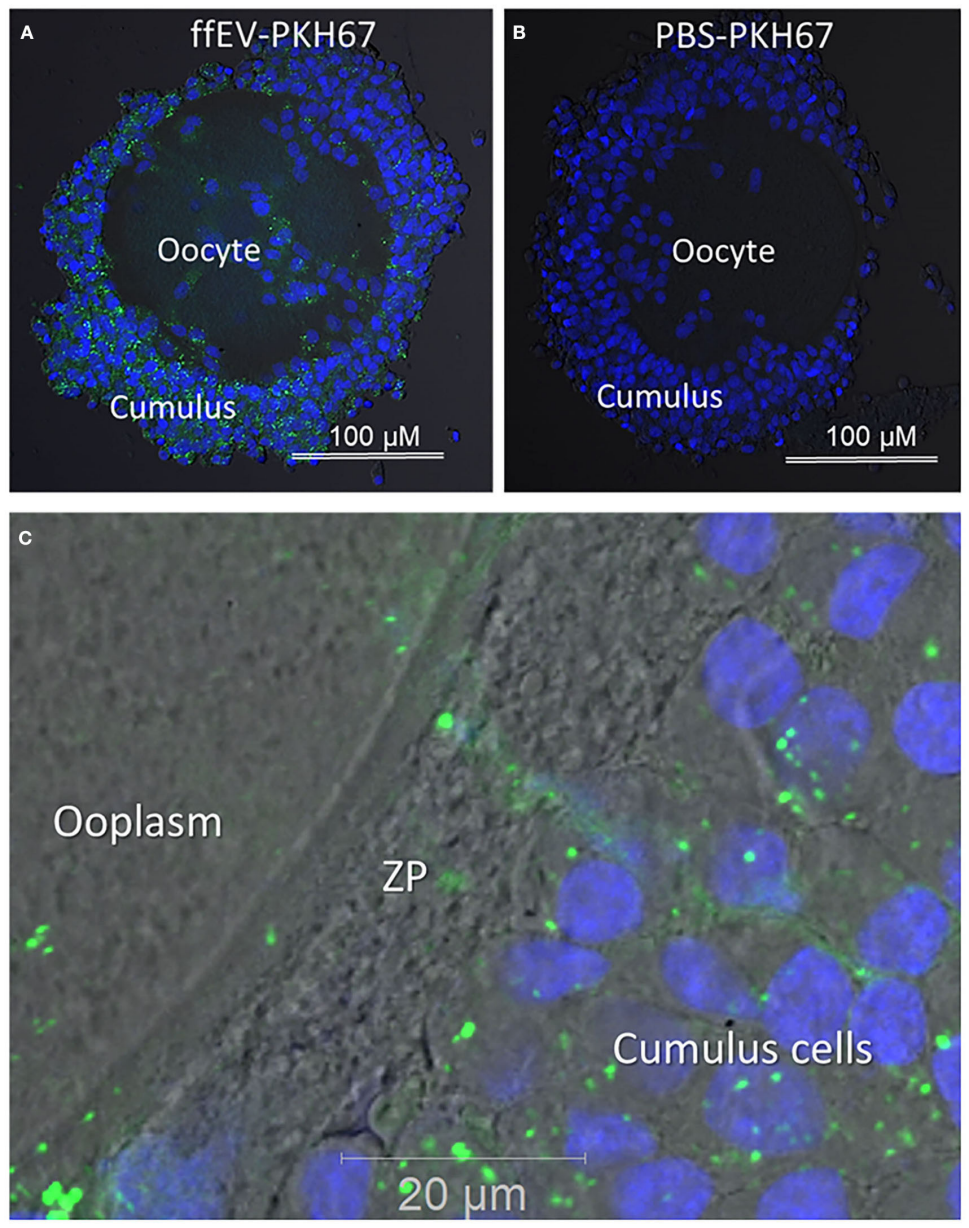
Uptake of follicular fluid extracellular vesicles (ffEVs) by cumulus–oocyte complexes during *in vitro* maturation is shown. **(A)** Representative confocal microscopy images of COCs after 24 h IVM in the presence of 50 μg/ml of labeled exosomes, ffEVs-PKH67, or **(B)** a similar volume of a control PBS-PKH67 preparation. **(C)** Fluorescent ffEVs were observed in the cytoplasm of cumulus cells, the zona pellucida (ZP), and ooplasm.

### Proteomic Analysis of Bovine Follicular Fluid Exosome-Like EVs and Comparison of ffEV Protein Cargo With Follicular Cell Proteins

Using nanoLC-MS/MS proteomics, 460 and 593 protein isoforms were identified in ffEVs and GC, respectively (Supplementary Table 1). All data are available in the PRoteomics IDEntification database (https://www.ebi.ac.uk/pride/) with an accession number of PXD020508. These isoforms represent 322 and 466 protein clusters, which include 322 proteins that were uniquely identified (protein ID) and 455 proteins in ffEVs and GC, respectively (Table 1). A comparison between the lists of the proteins identified in ffEVs and GC revealed 286 isoforms (190 proteins) of common proteins identified in ffEVs and GC, while 174 isoforms (132 proteins) and 307 isoforms (265 proteins) were identified only in ffEVs (EV-unique proteins) or GC (GC-unique proteins), respectively (Figure 3A). The complete lists of all the protein IDs identified in bovine ffEVs and GC (ffEV-unique, ffEV-GC-common, and GC-unique lists) are included in Supplementary Table 2.

**Table 1:** The number of proteins identified in bovine follicular fluid extracellular vesicles (ffEVs) and granulosa cells (GCs).

**Identified proteins**	**Protein isoforms**	**Protein clusters**	**Proteins (ID)**
ffEVs	460	322	322
GC	593	466	455
Common ffEV–GC	286	197	190

**Figure 3:**
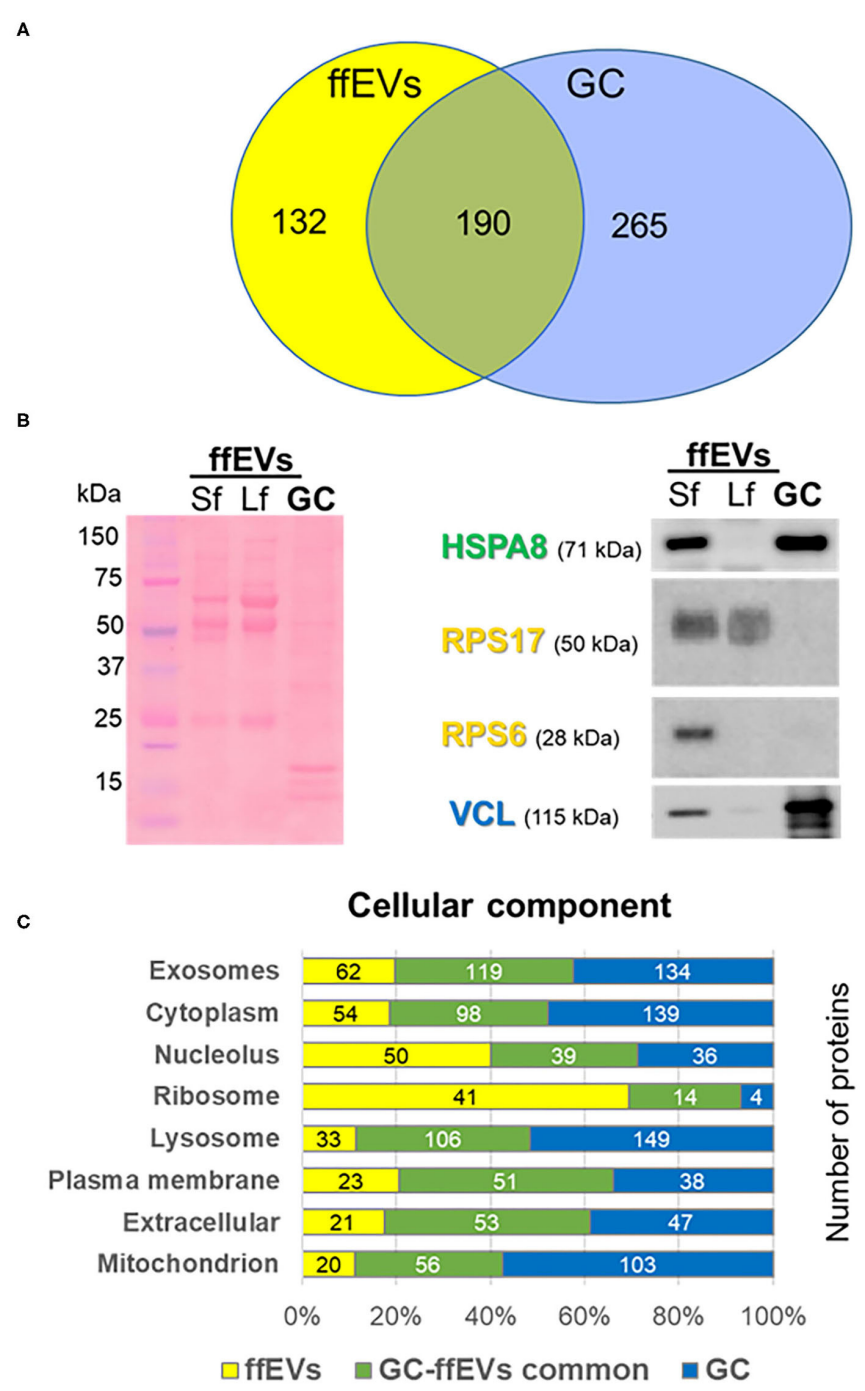
Comparative proteomic analysis of exosome-like extracellular vesicles from follicular fluid (ffEVs) and granulosa cells (GC). **(A)** Venn diagram was used to compare lists of proteins identified in bovine ffEVs and GC. A number of detected proteins and unique protein identifiers are shown. **(B)** Western blot analysis of proteins identified in ffEV and/or GC. Total levels of proteins within ffEVs of small follicles (Sf, 3–6 mm) and large follicles (Lf, >10 mm) as well as GC were tested via immunoblot using anti-HSPA8 (identified in EV/GC), anti-VCL (identified in GC), anti-RPS6, and anti-RPS17 (identified in ffEVs) antibodies. On the left, a representative picture of a red Ponceau-stained membrane after the electrotransfer of ffEV and GC proteins resolved by SDS-PAGE is shown. **(C)** Comparative analysis of cellular component GO terms enriched in proteins uniquely identified from ffEVs (ffEVs, yellow color bars), unique to GC (GC, blue color bars), or common to both ffEVs and GC (common ffEV-GC, green color bars). **(C)** Comparative analysis of biological pathways GO terms associated with proteins of ffEVs, EVs and GC, and GC alone.

We compared the list of 322 protein IDs identified in ffEVs with the lists of proteins identified in bovine oocytes (1073 IDs) and CC (1547 IDs) after IVM reported by Marei et al. (41). Protein cargo of ffEVs shared 116 and 182 protein IDs with oocyte and CC, respectively.

More recent study by Gegenfurtner et al. (42) reported the identification of 1960 proteins in bovine oocyte (42). By comparing ffEV and oocyte lists of proteins, we found that 217 out of 322 ffEV proteins were also present in bovine oocytes.

In attempt to reveal whether ffEV proteins were found in other EV types, and to identify new potential cargo from other studies in bovine, we compared the lists of ffEV and GC proteins here identified with the lists of proteins identified in bovine and human EVs, which we retrieved from their respective Vesiclepedia databases (Table 2). In total, 100 out of 322 ffEV proteins identified here (30.2%) had previously been mentioned in the Vesiclepedia *Bos taurus* database. Moreover, 294 out of 322 ffEV protein IDs (91.4%) were present in *Homo sapiens* exosome-proteome data. In addition, of reported GC-unique proteins, 30.6 and 91.7% were identified in bovine and human EVs, respectively (Table 2).

**Table 2:** Presence of follicular fluid extracellular vesicle (ffEV) and granulosa cell (GC) proteins in Vesiclepedia databases.

**Identified proteins**		**Present in vesiclepedia databases**	
	**Proteins (ID)**	***Bos taurus***	***Homo sapiens***
	***n***	***n*** **(%)**	***n*** **(%)**
ffEV-unique	132	34 (25.8)	121 (91.7)
Common ffEV/GC	190	66 (34.7)	173 (91.1)
GC-unique	265	81 (30.6)	243 (91.7)

Our study identified 27 proteins in bovine ffEVs, which were not present in current bovine or human EV-proteome databases. These proteins included ACTL7, APMAP, CGN1, COLGALT1, FUSIP1, H2AZ1, H2BC19, H2BC21, HSD17B1, HSD3B2, IGHD, IGL, RACK1, SEPT2, SFRS9, TERT, TMEM35A, Vl1b, and several locus-positioned proteins, which mainly code for different IgGs.

To validate ffEV MS proteomic data, a Western blot analysis of selected proteins from bovine ffEVs isolated from FF from small follicles (Sf) 3–6 mm in diameter and large follicles (Lf) more than 10 mm in diameter, and on GC was performed (Figure 3B). HSPA8 was detected in both ffEV samples and within GC. Ribosomal proteins RPPS6 and RPS17 were detected exclusively in ffEVs. VCL was much more abundant in GC compared with ffEV samples. Interestingly, differences in the protein abundance of VCL, HSPA98, and RPS6 appeared between the ffEV preparations from Sf and Lf.

### GO Analysis of Proteins Identified in ffEVs and GC

First, the GO analysis of proteins identified in ffEVs and GC was performed using FunRich software. As shown in Figure 3C, the cellular component term “exosomes” was associated with 52.1 and 70.8% of ffEV and ffEV-GC proteins, respectively, and to 55.6% of GC-unique proteins. GC-unique proteins were more tightly associated with the term “lysosome” (61.8% of GC proteins, 63.1% of ffEV-GC, and 27.7% of EV-specific proteins). Similar proportions of GC-unique, ffEV-unique, and ffEV-GC groups were observed for the term “mitochondrion.” The term “ribosome” was mainly associated with proteins identified in ffEVs (41/132 and 14/190 identified in ffEVs and ffEV-GC protein lists, respectively), whereas only 4/265 proteins were identified exclusively from GC were associated with the ribosome. GO terms “cytoplasm,” “nucleus,” “plasma membrane,” and “extracellular” were relatively similarly associated with proteins derived exclusively from ffEVs or GC, and common to both ffEVs and GC. Protein-associated biological pathways including “Developmental biology,” “Metabolism of proteins,” and “Translation” were mainly identified in ffEVs compared with GC and both ffEVs and GC (Supplementary Figure 2). Similarly, ffEV-unique proteins were mainly involved in RNA metabolism, integrin interactions, estrogen receptor signaling, IFN-gamma pathway, and insulin pathways. Proteins, involved in TNF-related apoptosis inducing ligand (TRAIL), and vascular endothelial growth factor (VEGF) signaling pathways were more frequently identified in ffEVs than the GC. Molecular Function GO terms including “structural constituent of ribosome,” “RNA binding,” “extracellular matrix structure,” “transporter activity,” “receptor activity,” and “GTPase activity” were more highly represented in ffEV proteins (ffEV and ffEV-GC lists), whereas the GO term “catalytic activity” was more frequently observed in GC-unique proteins. Biological processes including “protein metabolism,” “transport,” “signal transduction,” “cell communication,” and the “immune response” were more frequently associated with ffEV-unique proteins than GC-unique ones, whereas “energy pathways” and “metabolism” were more tightly associated with GC-unique proteins than those of ffEVs (Supplementary Table 3).

To obtain more meaningful understanding of proteins identified in bovine ffEVs (ffEV and ffEV-GC lists), DAVID functional analysis was performed using a *Bos taurus* gene list as the background (Figure 4, Supplementary Table 4). This analysis showed that in ffEV proteins, biological process GO terms including “cell adhesion mediated by integrin” (21.3-fold), “complement activation” (16.0-fold), “translation” (14.6-fold), “cell-to-cell adhesion” (9.2-fold), “regulation of endopeptidase activity” (6.7-fold), and “protein-folding” (5.7-fold) were significantly enriched (*p* < 0.05). Regarding molecular function GO terms, “rRNA binding” (16.5-fold), “structural constituent of ribosome” (13.9-fold), “cadherin binding involved in cell-to cell communication” (9.7-fold), and “unfolded protein binding” (8.4-fold) were significantly enriched. In addition, “RNA-binding,” “endopeptidase activity,” and “GTPase activity” functions were significantly enriched (*p* < 0.05). Regarding Cell Compartment GO terms, those related to small and large ribosome subunits (31.2- and 25.8-fold, respectively), were most significantly enriched. Other enriched GO terms included “blood microparticles” (18.1-fold enrichment), “ER lumen” (11.9-fold), “extracellular matrix” (8.9-fold), “membrane” (4.2-fold), “lysosomal membrane” (4.2-fold), “extracellular exosome membrane” (3.8-fold), and endo (3.1-fold).

**Figure 4:**
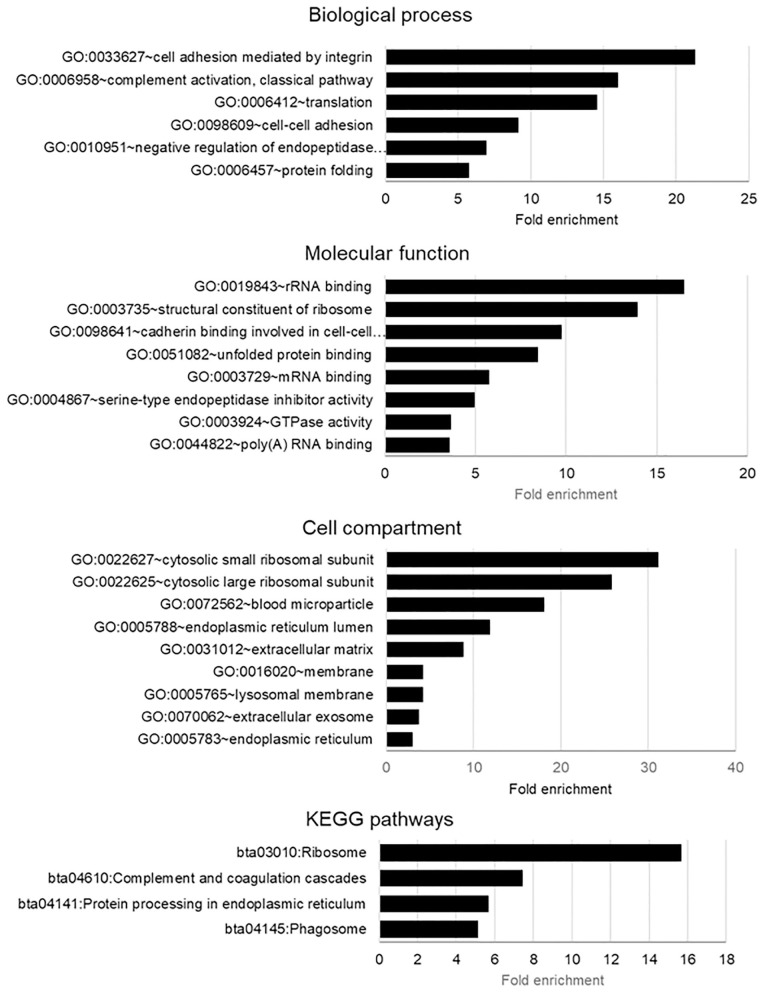
Gene Ontology (GO) enrichment biological processes, molecular functions, and biological pathway terms in genes encoding the proteins identified from exosome-like extracellular vesicles derived from bovine follicular fluid (ffEVs). The analysis was performed using the DAVID 6.8 application (https://david.ncifcrf.gov/home.jsp). Only significantly enriched GO terms are shown (Benjamini–Hochberg corrected values of *p* < 0.05 were considered significant).

Different biological pathways associated with 322 proteins identified in ffEVs were analyzed using STRING software, and results of these analyses are shown in Table 3. The most significantly enriched KEGG pathway was related to term “Ribosome” and includes 46 ribosomal proteins (15.7-fold enrichment). Moreover, 26 ffEV proteins are related to “Protein processing in endoplasmic reticulum pathways” (5.7-fold enrichment), a list that includes seven heat shock proteins. Twenty-three proteins of the phagosome pathway (5.1-fold enrichment), 17 proteins involved in “Complement and coagulation cascades pathways” (7.5-fold enrichment), and 13 ffEV proteins related to the PI3K-Akt signaling pathway (COL6A1, HSP90AA1, HSP90AB1, HSP90B1, IGHM, ITGA2, ITGA6, ITGAV, ITGB1, ITGB3, RAC1, VTN, YWHAQ) were also identified. Other significantly enriched pathways included “Cholesterol metabolism,” “Carbon metabolism,” “Synaptic vesicle cycle,” “Spliceosome,” “Proteasome,” “Lysosome,” “Thyroid hormone synthesis,” “Antigen processing and presentation,” “Regulation of actin cytoskeleton,” “Endocytosis,” “Ferroptosis,” and “Necroptosis (Table 3).

**Table 3:** Biological pathway enrichment in bovine ffEV proteins via the analysis of functional protein association networks.

**# Term ID**	**KEGG pathways description**	**N proteins (ffEVs)**	**N proteins (background)**	**FDR**
bta03010	Ribosome	46	138	3.65e−41
MRPL3,RPL10,RPL10L,RPL11,RPL13,RPL14,RPL15,RPL18,RPL18A,RPL19,RPL21,RPL23,RPL23A,RPL26RPL27,RPL27A,RPL30,RPL32,RPL35,RPL35A,RPL38, RPL4,RPL5,RPL6,RPL7,RPL7A,RPL8,RPLP0,RPS10,RPS11,RPS13,RPS14,RPS17,RPS18,RPS2,RPS23,RPS24,RPS27A,RPS3, RPS3A,RPS4Y1,RPS5,RPS7,RPS8, RPS9,RPSA				
bta04141	Protein processing in endoplasmic reticulum	26	160	4.12e−16
CALR,CANX,CKAP4,DAD1,DDOST,ERP29,GANAB,HSP90AA1,HSP90AB1,HSP90B1,HSPA5,HSPA6,HSPA8,LMAN1,LMAN2,PDIA3,PDIA4,PDIA6,PRKCSH, RPN1,RPN2,SEC24C,SEC61A1,SSR4,UGGT1,VCP				
bta04145	Phagosome	23	155	1.43e−13
ATP6V0D1,ATP6V1E1,C3,CALR,CANX,CGN1,DYNC1I2,IGHM,ITGA2,ITGAV,ITGB1,ITGB3,LAMP2,M6PR,MRC2,RAB7A,RAC1,SEC22B,SEC61A1,STX7, TFRC,TUBA1C,TUBB2A				
bta04610	Complement and coagulation cascades	17	82	4.38e−12
A2M,C1QB,C3,C4A,C5,C8G,C9,CFH,CFI,CLU,F2,FGA,FGB,FGG,PLG,SERPIND1,VTN				
bta04979	Cholesterol metabolism	8	46	3.86e−05
APOA1,APOA4,APOE,LRPAP1,SORT1,VDAC1,VDAC2,VDAC3				
bta04216	Ferroptosis	7	40	0.00013
CP,FTL,PCBP1,TF,TFRC,VDAC2,VDAC3				
bta04918	Thyroid hormone synthesis	8	70	0.00043
ALB,ATP1A1,CANX,GPX8,HSP90B1,HSPA5,PDIA4,TTR				
bta04721	Synaptic vesicle cycle	7	59	0.0010
AP2A1,AP2B1,ATP6V0D1,ATP6V1E1,CLTA,CLTC,NAPA				
bta03040	Spliceosome	9	125	0.0028
HNRNPA3,HNRNPU,HSPA6,HSPA8,PCBP1,SFRS13A,SRSF7,SRSF9,TRA2B				
bta04612	Antigen processing and presentation	7	76	0.0032
CALR,CANX,HSP90AA1,HSP90AB1,HSPA6,HSPA8,PDIA3				
bta03050	Proteasome	5	45	0.0090
PSMA1,PSMA5,PSMA6,PSMC6,PSMD2				
bta04810	Regulation of actin cytoskeleton	10	192	0.0090
F2,GSN,ITGA2,ITGA6,ITGAV,ITGB1,ITGB3,MYL12A,PFN2,RAC1				
bta01200	Carbon metabolism	7	108	0.0142
ADPGK,GAPDH,GOT2,MDH2,PGD,PGK1,PRPS1L1				
bta04142	Lysosome	7	116	0.0183
ATP6V0D1,CLTA,CLTC,CTSD,LAMP2,M6PR,SORT1				
bta04144	Endocytosis	10	231	0.0208
AP2A1,AP2B1,ARF1,CLTA,CLTC,HSPA6,HSPA8,RAB11A,RAB7A,TFRC				
bta04151	PI3K-Akt signaling pathway	13	352	0.0208
COL6A1,HSP90AA1,HSP90AB1,HSP90B1,IGHM,ITGA2,ITGA6,ITGAV,ITGB1,ITGB3,RAC1,VTN,YWHAQ				
bta04217	Necroptosis	7	152	0.0498
FTL,H2AFV,HSP90AA1,HSP90AB1,VDAC1,VDAC2,VDAC3				

### Comparison of Protein and Correspondent mRNA Content in Bovine ffEVs

*In silico* analysis of RNA sequencing data obtained on bovine FF exosomes (GEO accession GSE96832) (16) allowed us to map 3,966 genes coding for mRNAs detected in ffEVs. A comparison of expressed mRNAs with the list of 322 proteins detected in ffEVs revealed 59 commonly identified proteins and transcripts (Table 4), indicating that ffEVs contain mRNAs that account for 18.3% of the proteins detected within ffEVs.

**Table 4:** Transcripts encoding ffEV proteins that were detected in bovine ffEVs.

**Gene**	**Description**	**FPKM**
ACTL7A	*Bos taurus* actin-like 7A	1.36222
ADPGK	*Bos taurus* ADP-dependent glucokinase	0.238912
C1QB	*Bos taurus* complement component 1, q subcomponent, B chain	1.09207
CFI	*Bos taurus* complement factor I	0.493228
CPD	Carboxypeptidase D	0.186762
EEF1A2	*Bos taurus* eukaryotic translation elongation factor 1 alpha 2	0.584246
EEF1G	*Bos taurus* eukaryotic translation elongation factor 1 gamma	0.874273
EFCAB3	EF-hand calcium binding domain 3	0.369745
ERP29	*Bos taurus* endoplasmic reticulum protein 29	0.50338
FGG	*Bos taurus* fibrinogen gamma chain	0.601315
FKBP11	*Bos taurus* FK506 binding protein 11	1.16161
HIST1H1D	*Bos taurus* histone cluster 1	0.169719
HRG	*Bos taurus* histidine-rich glycoprotein	0.626686
HSP90AB1	*Bos taurus* heat shock protein 90 kDa alpha	0.572244
HSPA6	Heat shock 70 kDa protein 6	0.964551
IER3IP1	*Bos taurus* immediate early response 3 interacting protein 1	0.447852
IGHM	Immunoglobulin heavy constant mu	0.465297
IGSF8	*Bos taurus* immunoglobulin superfamily, member 8 (IGSF8)	0.66334
M6PR	*Bos taurus* mannose-6-phosphate receptor (cation dependent)	0.513152
MIF	*Bos taurus* macrophage migration inhibitory factor	2.53391
MYL6	*Bos taurus* myosin, light chain 6	5.03815
PCBP1	*Bos taurus* poly(rC) binding protein 1	0.421419
PFN2	*Bos taurus* profilin 2	0.306297
PGRMC2	*Bos taurus* progesterone receptor membrane component 2	0.565112
PRPS1L1	*Bos taurus* phosphoribosyl pyrophosphate synthetase 1-like 1	0.921892
PRPSAP1	*Bos taurus* phosphoribosyl pyrophosphate synthetase-associated protein 1	0.944507
PSMA1	*Bos taurus* proteasome (prosome, macropain) subunit, alpha type, 1	0.53781
RAB1A	*Bos taurus* RAB1A, member RAS oncogene family	0.835257
RAB7A	RAB7A, member RAS oncogene family	0.657846
RAC1	*Bos taurus* ribonuclease, RNase A family, 1	1.21942
RPL10	*Bos taurus* ribosomal protein L10	0.963056
RPL15	*Bos taurus* ribosomal protein L15	0.943742
RPL17	*Bos taurus* ribosomal protein L17	1.65646
RPL19	*Bos taurus* ribosomal protein L19	2.20665
RPL23A	*Bos taurus* ribosomal protein L23a	2.21847
RPL27A	*Bos taurus* ribosomal protein L27a	3.17647
RPL35	*Bos taurus* ribosomal protein L35	1.94657
RPL35A	*Bos taurus* ribosomal protein L35a	1.39589
RPL36	60S ribosomal protein L36	2.63049
RPL38	Ribosomal protein L38	2.9163
RPL4	*Bos taurus* ribosomal protein L4	0.745345
RPS10	*Bos taurus* ribosomal protein S10	4.49435
RPS15A	*Bos taurus* ribosomal protein S15A	2.70663
RPS16	Ribosomal protein S16	2.19883
RPS26	Ribosomal protein S26	1.8005
RPS27L	*Bos taurus* ribosomal protein S27-like	1.31883
RPS6	*Bos taurus* ribosomal protein S6	1.11923
RPSA	*Bos taurus* ribosomal protein SA	0.62304
SCAMP2	*Bos taurus* secretory carrier membrane protein 2	0.417959
SERPINH1	*Bos taurus* serpin peptidase inhibitor, clade H	0.309656
SFRS9	*Bos taurus* serine/arginine-rich splicing factor 9	1.63843
SRGN	Serglycin	0.531369
STX6	*Bos taurus* syntaxin 6	1.24533
TMED10	Transmembrane emp24-like trafficking protein 10	0.78312
TMED4	*Bos taurus* transmembrane emp24 protein transport domain containing 4	0.640647
TRA2B	*Bos taurus* transformer 2 beta homolog	0.441172
VDAC1	*Bos taurus* voltage-dependent anion channel 1	1.3177
VDAC2	*Bos taurus* voltage-dependent anion channel 2	1.12455
VTN	*Bos taurus* vitronectin	0.38606

Analyses of the most representative biological process, molecular function, and biological pathway GO terms were performed using 3,466 mRNAs and 322 bovine ffEV proteins, which revealed differences and similarities (Figure 5). Biological process terms including “transport” and “protein metabolism” and pathway terms including “structural constituent of ribosome,” “GTPase activity” and “chaperon activity” molecular functions, and “RNA metabolism,” “protein metabolism,” “gene expression,” “developmental biology,” and “diabetes” were significantly enriched in ffEV proteins vs. mRNAs. Other GO terms were either similarly associated with proteins and mRNAs or, like “transcription factor activity” and “G-coupled receptor activity” molecular functions, were more enriched in the ffEV-mRNA list.

**Figure 5:**
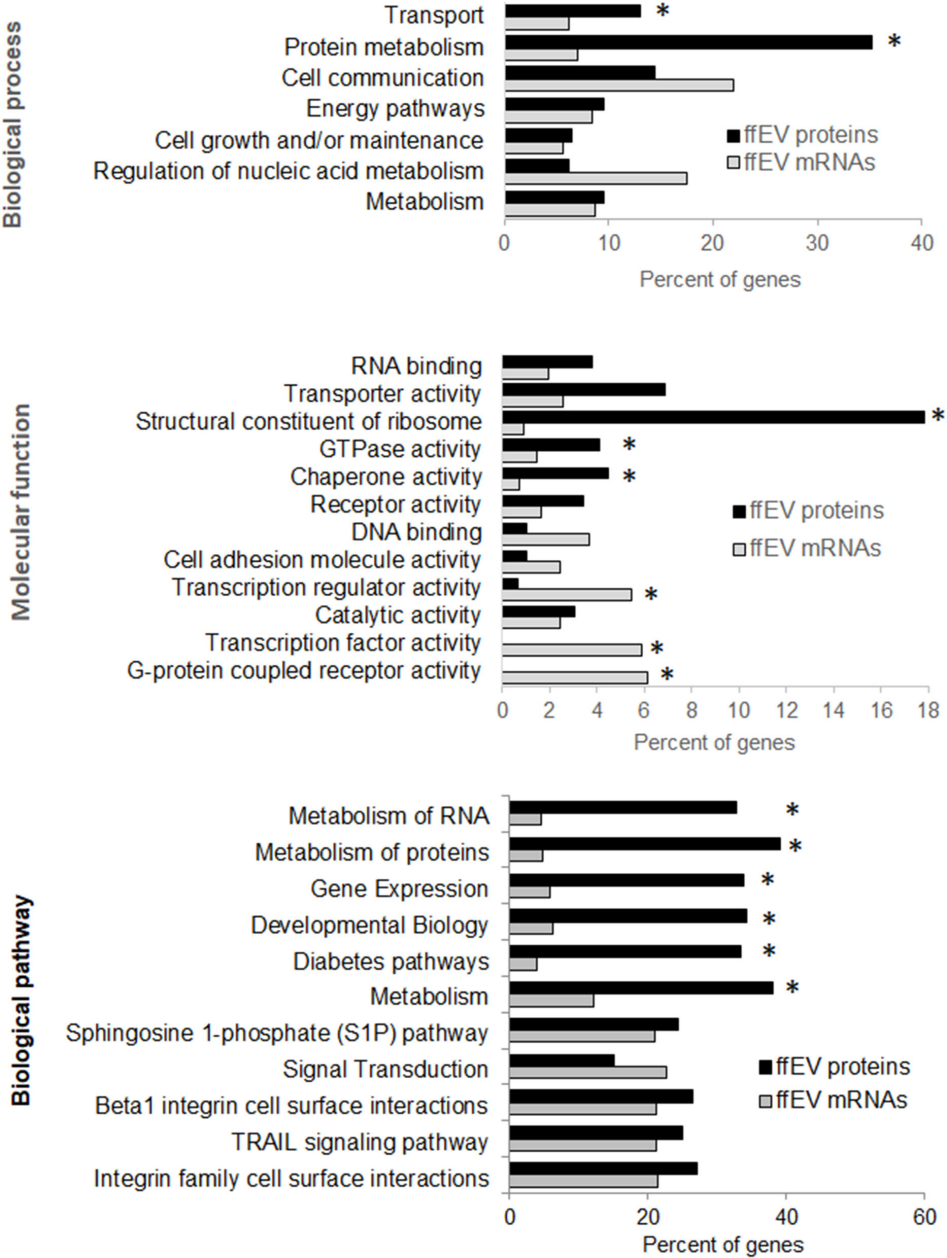
Comparative analysis of Gene Ontology (GO) enrichment terms identified from lists of 322 proteins and 3,466 mRNAs that were identified from bovine ffEVs. Asterisks mark significant differences in GO term enrichment (*p* < 0.05).

### Gene Expression Analysis of ffEV Proteins Identified in Bovine Ovarian Follicular Cells

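The transcriptome data came from 16 arrays, 4 biological replicates each of TH (the cell layer of the follicle wall), GC, CC, and oocytes from 3 to 6 mm antral follicles. Each array was a custom bovine Agilent microarray hybridized in 1 colour with Cy3-labelled cRNA made from 200 ng of total RNA. The authors deposited the scanner output of each array, in which every spot has a processed intensity that is background-subtracted but not normalized between arrays. An array held 61325 non-control probes for 22563 genes or transcripts. Between 59.1 and 61.8% of the probes were well above background on TH arrays (median 60.0%), between 56.7 and 60.0% on GC arrays (median 58.6%), between 58.9 and 62.8% on CC arrays (median 60.1%), and between 49.4 and 68.8% on oocyte arrays (median 65.0%). No spot was saturated (0 on each array), and at most 14 spots per array carried an outlier mark and were left out. The oocyte arrays were brighter, with a median 75th percentile of the processed intensity of 1746 against 559.9 in TH, 437 in GC, and 585 in CC. Gene expression values are therefore given as log2 of the processed intensity minus the 75th percentile of the same array, with the median over all spots of a gene, as in the methods of the paper. The paper's text does not name the normalization, and the authors' deposited table of processed values was used as an alternative. Each of its columns was log2 of the median spot signal, with the background left in, minus the median of the array, to within 5.0e-09. Differences between cell types were tested with limma over all genes, with Benjamini–Hochberg adjustment and a threshold of 0.05, and their precision is limited by the 4 arrays per cell type. Replicates 1 and 2 of every cell type were on slide 1 and replicates 3 and 4 on slide 2, so each comparison could also be made within a slide.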

In an attempt to uncover the origin of ffEV proteins, the expression of corresponding coding genes was evaluated using previously obtained bovine follicular cell transcriptome data, which included the TH, GC, CC, and oocytes (GEO accession GSE149151) (40). 

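Table S5 has 267 rows, and they name 266 genes because C1QB is on 2 of them. Each of the 266 genes was found on the array by its gene name.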

Gene expression values for genes coding 267 ffEV-identified proteins could be retrieved. Statistical analysis revealed that 239 genes were differently expressed in at least one compartment relative to others (ANOVA, BH-corrected *p* < 0.05). 

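On the log2 values, limma's F-test over TH, GC, CC, and oocyte arrays (n = 4 each) called 241 of the 266 genes after adjustment over all 22563 genes of the array. Adjusted over the list alone, it also called 241. The list was not chosen on these arrays but from the proteins of ffEVs. Of the 238 genes marked significant in Table S5, 220 were among the 241, and of the 28 other genes 21 were. Within slide 1 the test called 208 genes and within slide 2 it called 223, with 2 arrays per cell type in each. The alternatives that raised the number most were the authors' deposited table of processed values and arrayWeights, with 253 genes each. The methods' analysis of variance with Benjamini–Hochberg adjustment over the list gave 242 genes on log2 values, 232 on linear values, and 240 on the linear form of the deposited values, against 242, 235, and 241 before adjustment.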

All the data have been included in Supplementary Table 5. Several genes displayed similar gene expression values in all cells (*HSPA8, ITGB1, HSP90B1, EIF3A, AP2B1*, etc.). 

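The largest difference between the means of any pair of cell types was taken for each of these genes on the log2 scale. HSPA8 had a gene expression value of 5.08 ± 0.56 (SD, n = 4) in TH, 5.76 ± 0.24 in GC, 5.43 ± 0.28 in CC, and 4.34 ± 0.09 in the oocyte. Its difference of 1.43 between GC and the oocyte (standard error 0.24) was larger than the spread between replicates (limma F-test, adjusted p = 4e-04). With the deposited values the largest difference of HSPA8 was 0.65, with an adjusted p of 0.078, and over all alternatives its adjusted p lay between 4.4e-06 and 0.078. Replicate 3 of the oocyte was at 4.47 in HSPA8, with the others between 4.28 and 4.30. EIF3A was at 2.27 ± 0.05 in TH, 2.10 ± 0.03 in GC, and 2.19 ± 0.14 in CC but at 0.60 ± 0.28 in the oocyte, and its difference of 1.67 also passed the threshold (adjusted p = 8.2e-08). For HSP90B1 the largest difference was 1.04, between CC and the oocyte (adjusted p = 0.0017), and for ITGB1 it was 0.68, between TH and CC (adjusted p = 0.0012). Within slide 2 HSPA8 (1.38), HSP90B1 (0.92), and ITGB1 (0.66) did not pass the threshold, and within slide 1 ITGB1 (0.72) did not. The 4 probes of ITGB1 did not all move in the same direction. The values of AP2B1 ran from −3.66 ± 0.21 in TH to −3.35 ± 0.26 in the oocyte (largest difference 0.31, adjusted p = 0.58). After normexp background correction the largest difference of AP2B1 was 0.58 and passed the threshold.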

Normalized gene expression values were submitted to hierarchical clustering and presented as a heatmap (Figure 6A).

**Figure 6:**
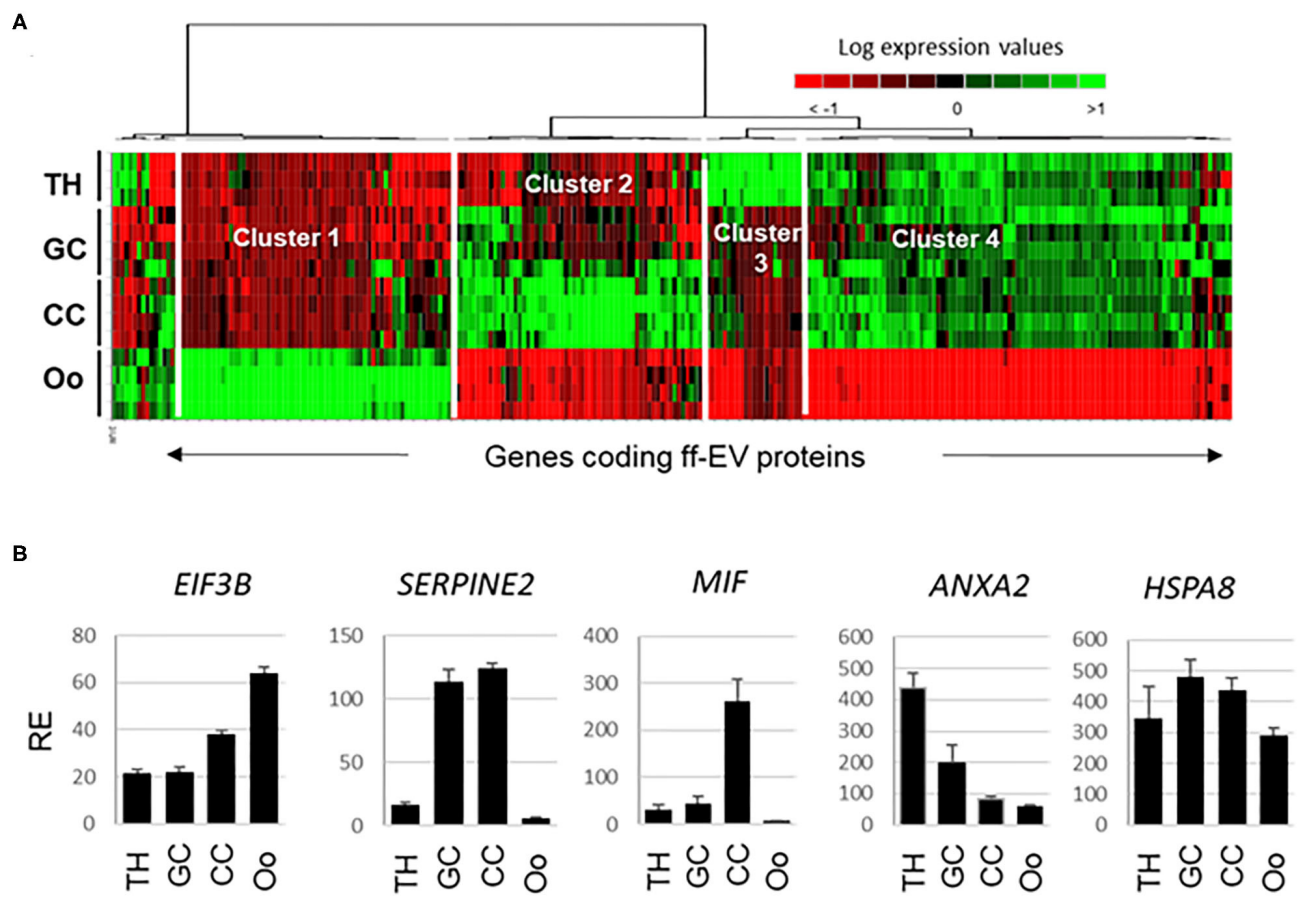
Integrative transcriptomic analysis of genes encoding proteins identified from ffEVs that were determined to be differentially expressed in different bovine follicular cell types including theca cells (THs), granulosa cells (GC), cumulus cells (CC), and oocytes (OOs). **(A)** Heat map representation of genes encoding proteins identified in ffEVs. **(B)** Examples of genes from each cluster of the heatmap are shown.

The heatmap clearly shows four different clusters of gene expression patterns. 

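Hierarchical clustering of the 266 genes by Ward linkage, on log2 values centred and scaled per gene over the 16 arrays, was stopped at 4 clusters. The largest held 152 genes with the lowest mean in the oocyte. A cluster of 55 genes had its highest mean in the oocyte, a cluster of 43 genes had its highest mean in TH, and a cluster of 16 genes had its highest mean in CC with GC next. The paper's text does not name the linkage. The sizes depended on the values that were clustered. With linear values 3 of the 4 clusters had their lowest mean in the oocyte, with 66, 96, and 47 genes. The smaller clusters also depended on single arrays. The cluster highest in TH held 21 to 25 genes without TH replicate 3, GC replicate 2, CC replicate 1, 2, or 4, or oocyte replicate 2 or 4. The cluster of 16 genes gave way to one of 52 to 59 genes, highest in CC and lowest in the oocyte, without TH replicate 3, GC replicate 1, 2, or 4, CC replicate 3 or 4, or oocyte replicate 1, 3, or 4. Without TH replicate 1, CC replicate 2, or oocyte replicate 2 its place was taken by a cluster that was not highest in CC.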

Cluster 1 represents the genes that were overexpressed in the oocyte, including *EIF3B* (shown in Figure 6B), *SCAMP2, SCAMP3, RBP4, GNA11, MLEC, MGP*, and others. 

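All contrasts compare the oocyte with the mean of TH, GC, and CC on the log2 scale (limma, n = 4 arrays per cell type). GNA11 was at 3.43 ± 0.12 (SD) in the oocyte against 1.74 ± 0.12 in TH, 1.40 ± 0.16 in GC, and 1.83 ± 0.09 in CC, a difference of 1.78 (standard error 0.11, adjusted p = 5.3e-10). MLEC was higher in the oocyte by 1.66 (standard error 0.16, adjusted p = 9.8e-08), RBP4 by 1.44 (standard error 0.22, adjusted p = 2e-05), EIF3B by 1.06 (standard error 0.15, adjusted p = 1.2e-05), and SCAMP3 by 0.85 (standard error 0.16, adjusted p = 0.00025). The mean of 1.91 for MLEC in the oocyte includes replicate 1 at 1.49, with the other arrays between 2.01 and 2.12, and the TH mean of SCAMP3 includes replicate 4 at 3.38, with the others between 2.89 and 2.90. SCAMP2 exceeded the somatic mean by 0.55 (standard error 0.11, adjusted p = 0.00037), but its 3.35 ± 0.08 in the oocyte and 3.22 ± 0.18 in TH could not be told apart (adjusted p = 0.40), and within slide 1 its difference of 0.46 from the somatic mean did not pass the threshold. MGP differed in direction, with 8.38 ± 0.35 in TH, 3.20 ± 2.21 in GC, −2.88 ± 1.90 in CC, and −2.16 ± 1.02 in the oocyte. The oocyte was below the somatic mean of MGP by a log2 contrast of −5.06 (standard error 0.82, adjusted p = 4.2e-05), and the GC arrays of this gene ranged from 0.28 to 5.29.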

Cluster 2 includes genes overexpressed in GC and CC, including as *SERPINE2* (Figure 6). 

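SERPINE2 had a gene expression value of 3.76 ± 0.20 (SD, n = 4) in GC and 3.70 ± 0.08 in CC, against 0.74 ± 0.32 in TH and −1.17 ± 0.05 in the oocyte. The mean of GC and CC exceeded the mean of TH and the oocyte by 3.95 on the log2 scale (standard error 0.12, limma adjusted p = 1e-12). GC and CC differed by 0.06 (adjusted p = 0.86).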

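For genes of the CC pattern, CC was set against the mean of TH, GC, and the oocyte on the log2 scale with limma, and then against GC alone. MIF was at 4.80 ± 0.56 (SD, n = 4) in CC, 2.32 ± 0.73 in GC, 1.56 ± 0.76 in TH, and −1.01 ± 0.16 in the oocyte, which puts CC above the other cell types by 3.84 (standard error 0.33, adjusted p = 1.5e-07). GC was lower than CC by a contrast of −2.48 (adjusted p = 0.00094). BLVRA exceeded the other cell types in CC by 3.61, GPX1 by 2.85, IGSF8 by 2.70, and ITGA6 by 1.62, with adjusted p-values between 2.6e-09 and 6.6e-05. ITGA2 was above background on 1 TH array, and was at least 7.59-fold higher in CC (adjusted p = 3.6e-08). Here and below, an adjusted p beside an at-least value belongs to the measured contrast, not to the bound. In IGSF8 and ITGA2 the GC values were also below the CC values, by contrasts of −1.28 (adjusted p = 0.0065) and −1.10 (adjusted p = 0.023). GC and CC could not be told apart in GPX1 (7.17 ± 0.43 and 7.05 ± 0.11, adjusted p = 0.82), ITGA6 (−0.65 ± 0.41 and −0.71 ± 0.39, adjusted p = 0.93), or BLVRA (3.41 ± 0.36 and 4.03 ± 0.11, adjusted p = 0.15). In GC, replicate 2 of GPX1 was at 6.53 with the others between 7.36 and 7.40, and replicate 4 of ITGA2 was at −2.94 with the others between −2.64 and −2.59.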

*GPX1, ITGA6, BLVRA, IFSF8, ITGA2*, and others were overexpressed in CC in a manner that was similar to *MIF* (Figure 6B). Cluster 3 contains genes overexpressed in the TH layer, for example, *ANXA2* (Figure 6B), *FN1, C1QB, APOA1, CD9*, and *IGLL1*. 

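TH was set against the mean of GC, CC, and the oocyte with limma (n = 4 arrays per cell type). ANXA2 was at 5.71 ± 0.26 (SD) in TH, 4.47 ± 0.94 in GC, 3.29 ± 0.27 in CC, and 2.30 ± 0.16 in the oocyte, a log2 difference of 2.36 (standard error 0.28, adjusted p = 3.8e-06). FN1 was higher in TH by 5.38 (standard error 0.51, adjusted p = 3.9e-07), APOA1 by 5.31 (standard error 0.28, adjusted p = 1e-09), and CD9 by 2.01 (standard error 0.20, adjusted p = 6.1e-07). C1QB was not well above background on any oocyte array, so its difference is a bound, at least 32.9-fold (adjusted p = 5.1e-08), with the oocyte taken at the lowest signal well above background on each array. IGLL1 was above background on 4 TH arrays but only on 1 GC, 2 CC, and 2 oocyte arrays, and was at least 2.72-fold higher in TH (adjusted p = 1.3e-06). GC had the next highest mean in ANXA2, FN1, C1QB, APOA1, and CD9. In IGLL1 the other cell types were above background on too few arrays to be ranked. TH was also above GC alone in each of these genes, with adjusted p-values between 0.00012 for APOA1 and 0.014 for ANXA2. The GC arrays of FN1 were spread from −1.01 to 2.38.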

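Of the 266 genes, 174 were lower and 56 higher in the oocyte than in the mean of TH, GC, and CC by limma over all genes of the array. Lower values than in each of TH, GC, and CC separately were found for 155 genes. By group means alone, 179 genes were lowest in the oocyte, 38 in TH, 38 in CC, and 11 in GC. Within slide 1, 160 genes were lower in the oocyte, and within slide 2, 177. Over all genes of the array the median log2 difference between the oocyte and the somatic cells was −0.52, and over the 10017 genes above background on all 16 arrays it was 0.19. Quantile normalization brought the median of all genes to −0.01 and gave 167 lower and 61 higher genes in the list, of which 167 and 52 were the same genes. Among the largest falls of genes above background in the oocyte were those of APOA1 with a log2 difference of −9.02 (standard error 0.28, limma adjusted p = 1.9e-13) and IFITM3 with −8.36 (standard error 0.27, adjusted p = 3.2e-13). The GC mean of IFITM3 includes replicate 1 at 6.85, with the others between 5.58 and 5.78. GSTA5, not well above background on any oocyte array, was at least 122-fold lower in the oocyte (adjusted p = 1e-11). All 4 oocyte arrays lay outside the range of the 12 somatic arrays in these genes.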

Cluster 4 is the largest cluster and contains genes that were more highly expressed in all somatic cells (TH, GC, and CC) than the oocyte. For example, all the 57 ribosomal protein genes were included in this cluster, as well as *VIM, CAD, AP2A1, SERPINH1, GSTA1*, and others.

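In the clustering of the log2 values, 56 of the 57 ribosomal protein genes fell in the cluster with the lowest mean in the oocyte. The exception, RPL10L, was not well above background on any of the 16 arrays. VIM had a gene expression value of −0.85 ± 0.50 (SD, n = 4) in the oocyte against 6.32 ± 0.21 in TH, 6.80 ± 0.26 in GC, and 6.92 ± 0.13 in CC, a log2 contrast of −7.54 against the somatic mean (standard error 0.18, limma adjusted p = 1.5e-14). The corresponding contrasts were −8.54 in GSTA1 (standard error 0.23), −8.33 in SERPINH1 (standard error 0.18), −5.29 in CAD (standard error 0.18), and −1.74 in AP2A1 (standard error 0.35), with adjusted p-values between 5.4e-15 and 0.00031. AP2A1 and SERPINH1 were well above background on 3 of the 4 oocyte arrays.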

### Ribosomal Proteins in ffEVs and Expression of Corresponding Genes

Relative expression values for genes encoding small and large subunit ribosomal proteins in TH, GC, CC, and the oocyte are presented as a heatmap and histograms (Figure 7A). 

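By limma, all 57 ribosomal protein genes of Table S5 were lower in the oocyte than in the mean of TH, GC, and CC, and all 57 had their lowest group mean in the oocyte. The 57 include the mitochondrial ribosomal gene MRPL3. RPL10L was above background on no array, and the remaining 56 genes were lower in the oocyte than in each somatic cell type. Among TH, GC, and CC themselves, 6 of the 57 differed. The median log2 difference over the 57 genes was −2.68, with a pooled SD of 0.16 between arrays of a cell type (n = 4). Quantile normalization moved it most, to −1.93, with 55 genes still lower. Against the other genes of the array, limma's camera called the set lower with a preset correlation of 0.01 between genes (p = 5.69e-17) but not with the correlation of 0.432 estimated from the arrays (p = 0.059), while limma's fry, which does not compare the set with other genes, gave p = 8.87e-13.

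**Figure D1:**
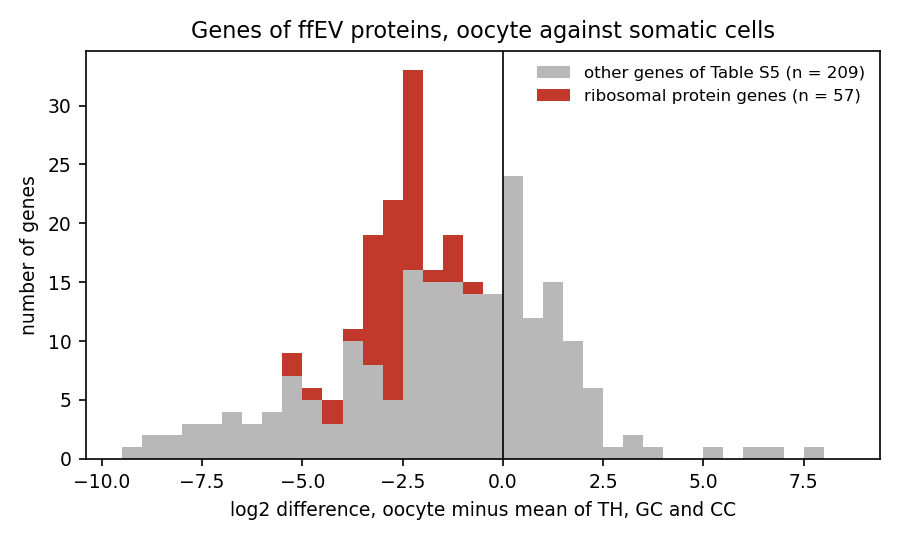
Histogram of the log2 difference between the oocyte and the mean of TH, GC, and CC (horizontal axis, in log2 units) against the number of genes (vertical axis) for the 57 ribosomal protein genes (red) stacked on the other genes of Table S5 (grey). All 57 ribosomal protein genes lie to the left of 0, around their median of −2.68, while the other genes lie on both sides.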

Interestingly, marked differences in gene expression values were observed between the oocyte and follicular cells for all the ribosomal proteins detected in ffEVs, and all ribosomal genes showed the lowest mRNA abundance in oocyte (Figure 7A, Supplementary Table 5). At protein level, 57 small and large ribosome subunit proteins were identified in ffEVs, and 54 of them were common to list of 75 ribosomal proteins identified in bovine oocytes (42) as shown by Venn diagram (Figure 7B).

**Figure 7:**
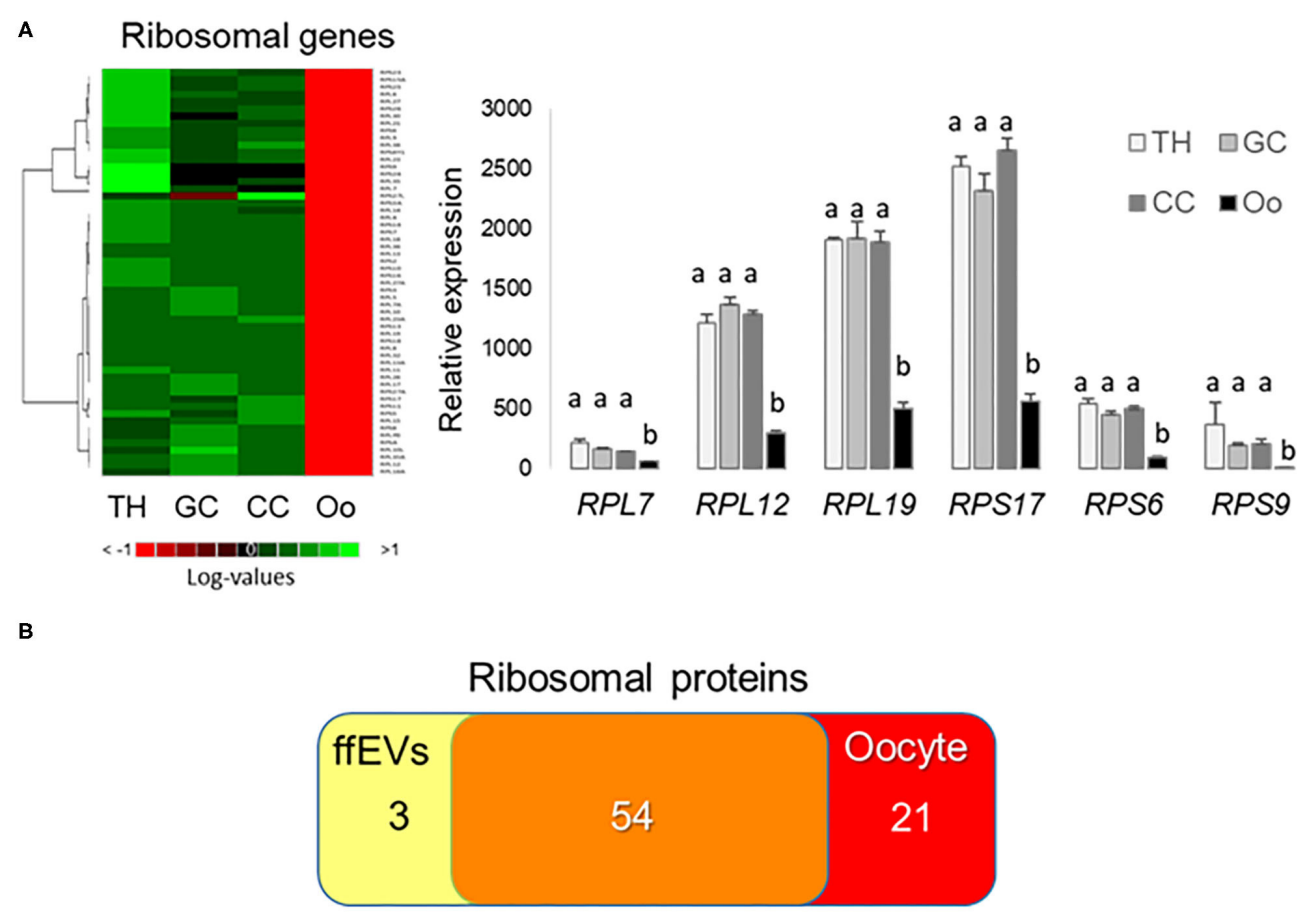
Ribosomal proteins in follicular fluid exosome-like extracellular vesicles (ffEVs) and expression of corresponding genes. **(A)** Gene expression levels of small and large subunits ribosomal proteins in follicular theca cells (TH), granulosa cells (GC), cumulus cells (CC), and oocytes (OO). The heatmap represents log expression values of small and large subunit ribosome genes from different follicular cell types that were also identified in ffEVs. The graph includes mean ± SEM expression values for selected ribosomal proteins from four independent replicates. Different letters indicate differences at a significance level of *p* < 0.05. **(B)** Venn diagram representing a number of ribosomal proteins identified here in ffEVs and in bovine oocytes (42).

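The selected genes were compared on the log2 scale as the oocyte minus the mean of TH, GC, and CC, with n = 4 arrays per cell type. RPL12 was at 3.97 ± 0.13 (SD) in the oocyte, 7.00 ± 0.10 in TH, 7.07 ± 0.25 in GC, and 6.87 ± 0.11 in CC, a difference of −3.01 (standard error 0.12, limma adjusted p = 3.2e-12). The differences were −2.77 for RPL19, −2.39 for RPS6, and −2.22 for RPL7, each with a standard error between 0.12 and 0.14 and an adjusted p between 4.6e-11 and 2.8e-10. RPS9 had the largest difference, −5.15, and the largest standard error, 0.43 (adjusted p = 2.6e-08). Its SD was 1.05 in TH and 1.12 in the oocyte, and its TH replicate 4 was at 6.70 with the others between 4.53 and 4.74. The TH replicate 4 of RPL7 was at 4.80 with the others between 4.49 and 4.51.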

## Discussion

Our study includes the first extensive characterization of protein cargo of bovine ffEVs isolated from small follicles (3–6 mm), which have been shown to improve oocyte developmental competence *in vitro*. Additional analysis of the follicular GC proteome revealed that it shared 41% protein identity with the ffEV protein cargo. Further, an integrative analysis of RNA expression profiles of genes encoding ffEV proteins in different types of follicular cells as well as the mRNA content of ffEVs have provided new clues regarding the diverse origin of EVs present in bovine FF.

To characterize ffEV preparations morphologically, molecularly, and functionally, TEM observations, mass spectrometry analysis, and ffEV uptake assays were performed, respectively. TEM observations revealed that the majority of ffEVs in our preparations could be considered exosome-like EVs because their size was similar to that which had previously been described for bovine FF exosomes (14–16, 23). In addition, ffEVs possessed exosome protein markers, which were formerly identified in ffEV preparations by mass spectrometry. Taken together, these observations confirmed the exosome-like nature of our preparations. The percentage of ffEVs larger than 100 nm was very low (3%), suggesting that only a very small proportion of EVs in ffFF preparations could be associated to the presence of microvesicles.

Functionally, an analysis of ffEV uptake by COCs *in vitro* demonstrated that prepared ffEVs were internalized by these cells. Although the mechanisms of molecular exosome-directed exchange between the oocyte and CC have not been well-studied, the possible involvement of nanovesicles in the rapid transport of large molecules from CC to the oocyte via trans-zonal projections was previously demonstrated in bovine COCs (3). Indeed, in our study, we have observed labeled ffEVs in the cytoplasm of CC, some projections in the zona pellucida, and faint labeling of the periphery of the ooplasm. These findings are similar to those reported by da Silveira et al. (16), which revealed the presence of labeled exosomes that could be observed in CC and zona projections but were not observable 9 h post-IVM. The localization of ffEVs may suggest that once they are transferred to the ooplasm, ffEVs that reached their targets may be desorbed *in situ*, thus reducing their levels of fluorescence. Another hypothesis is that ffEVs released their cargo within CC, which assure further transport of the molecules to enclosed oocyte through gap junctions.

In summary, results here were in accordance with previous studies because they showed that exosome-like EVs from bovine FF may be internalized by COCs during IVM and, therefore, functionally affect follicular cells and the oocyte [(8, 15, 16, 18).

### Protein Characterization of Bovine ffEVs

The findings of the present study enhance our knowledge of bovine ffEV protein cargo. Indeed, until now, EV-proteomic studies in bovine have been limited to exosomes derived from milk (44) plasma, saliva, urine (27, 28), oviduct fluid (10), and spent medium containing ovarian cell secretions (45). Here, we identified 322 proteins in ffEVs. Among these, only 30% had previously been detected in bovine EVs but more than 91% of ffEV proteins overlapped with annotations in the Vesiclepedia human EV-proteome database (26). Furthermore, according to our data, 59% of the proteins identified in ffEVs were also included in the GC proteome, and more than half of the GC proteins identified were also associated with the GO term “Exosome”. Moreover, more than 91% of GC-unique proteins also overlapped with human EV-proteomes. Taking in account published oocyte and CC proteomic analysis (41, 42) and our data, it may be suggested that a significant part of ffEVs likely originated from GC and also from CC and oocyte. Hence, ffEVs may have diverse origins because around 40% of the proteins identified in ffEVs were neither detected in GC nor in CC (41).

Proteomic analyses of ffEVs in equine (20), porcine (46), and human (29) identified 73, 249, and 662 proteins, respectively. Comparisons of the protein cargo of bovine ffEVs (322 protein IDs) with other species revealed similarities. Of the 42 proteins detected in mare FF (47), 17 proteins including A2M, ALB, ANXA2, ANXA4, ANXA5, APOA1, APOA4, CLU, CP, FGA, FGB, FGG, FN1, GAPDH, HRG, TTR, and VTN were also identified in this study. Notably, da Silveira et al. (20) identified several apolipoproteins, immunoglobulins, fibrinogens, and complement components from ffEVs isolated from the follicles of young mares that we also identified in preparations of bovine ffEVs. In human ffEVs, 86 proteins were differentially expressed in patients with polycystic ovary syndrome relative to controls (29), some of which were also identified in our study (APMAP, PRDX6, isocitrate and malate dehydrogenases, etc). However, the average size of human ffEVs was determined to be larger than that of our preparations (100 nm and 53 nm for human and bovine ffEVs, respectively) (29).

Very recently, the proteome of porcine ffEVs from sexually matured gilts was analyzed, and 249 proteins involved in binding functions (41.4%), catalytic activity (37.1%), transporter activity (6.9%), translational and transcriptional regulation, the extracellular matrix, and the cytoskeleton were identified (46). However, when we compared the reported molecular functions of porcine ffEV proteins with those of our study, both similarities and differences were observed. Because the average size of porcine ffEVs reported by the authors was 122.6 nm for 3–7-mm follicles, the ffEV preparations used in the study likely contained a greater proportion of large vesicles (microvesicles, >100 nm in size) than our bovine ffEV preparations. These differences may have resulted from different protocols that were employed for the isolation of ffEVs, the follicular origin of FF, and species differences, among the other factors.

### Functional Significance of ffEV Proteins

Proteins identified from bovine ffEVs are known to be involved in numerous processes, which have been associated with follicular homeostasis, the development of the enclosed oocyte, and signaling pathways. GO analysis of biological processes, molecular functions, and pathways associated with ffEV proteins revealed numerous commonly enriched GO terms. In fact, protein and RNA metabolism, response to stimulus, transport, extracellular matrix, focal adhesion, and protein secreting/folding GO terms were enriched in milk, oviduct, follicular fluid, and different human cell line exosomes (34, 44, 46, 48). Pathways related to developmental biology processes, including PI3K-Akt, insulin, interferon gamma, and EGFR signaling and immune response were associated with ffEV and not CG proteins. Further, these pathways were previously associated with the miRNA cargo of ffEVs (21, 23, 24).

Numerous bovine ffEV proteins were associated with protein processing in the endoplasmic reticulum, which is a basic process needed for cell survival in which the synthesis, folding, post-translational modification, transport, and sorting of proteins and some lipids occur. Endoplasmic reticulum–stressed epithelial ovarian cancer cells released exosomes that delivered miRNA to macrophages, which in turn promoted tumor cell proliferation and migration (49). In humans, FF cells are 5–15% macrophages (50) and are likely ffEV target cells capable of regulating follicular cell functions including GC proliferation (14).

The enrichment of proteins associated with endocytosis, ferroptosis, phagosomes, and lysosome pathways indicated that ffEVs might participate in the processes of removing dying and infected cells from inside the follicle, and thus the maintenance of follicular homeostasis vs. atresia, as was previously shown in the *Drosophila* ovary (51). In addition, several proteasome subunit proteins (PSMA1, PSMA5, PSMA6, PSMC6, PSMD2) were also identified in bovine ffEVs. An abundance of 20S and 26S proteasome proteins was also detected in exosomes secreted by tumor-associated macrophages (52), and it was shown that the 20S proteasome was associated with mesenchymal stem cell exosomes (53). Proteasomes are involved in protein degradation and adaptive immunity, which are processes that are essential for the regulation of the cell cycle, gene expression, and the oxidative stress response (54). All these processes are highly important for follicles entering the dominant phase needed to prepare for ovulation (55). Moreover, ubiquitin-mediated proteolysis was the most enriched pathway associated with genes predicted to be targeted by miRNAs, which were highly abundant in FF exosomes (21). However, more studies will be needed to determine whether ffEVs contain functional proteasomes.

In addition, according to our analysis, the mRNA cargo of bovine ffEVs includes transcripts of <20% of ffEV proteins. A comparison of functional terms revealed that mRNAs and proteins in ffEVs were associated with both similar and different pathways. These data prompted us to question whether different roles may exist for mRNAs and proteins present in ffEVs. Whether mRNAs that were detected in ffEVs have regulatory functions similar to miRNA (23, 24) or if they are destined to be degraded/translated requires further investigation.

### Ribosome ffEV Constituents

Enrichment analysis of all identified ffEV proteins revealed that GO terms related to RNA binding, translation, and structural constituents of ribosome were significantly overrepresented. Indeed, in our study, 57 ribosomal proteins and several other RBPs were identified in bovine ffEVs. Interestingly, most of these proteins were unique to ffEVs and were not here detected in GC, which means significant enrichment of ribosomal proteins in ffEVs. However, 54 of ffEV ribosomal proteins were identified in bovine oocytes (42). Previous studies demonstrated that EVs released from different cells contain a substantial amount of coding and non-coding RNAs. This finding was consistent with the high quantity of RBPs that were found in EVs, which were often enriched compared with other protein classes (48). Some RNA types arrived to recipient cells in intact and functional forms and had the potential to modulate gene expression and function; however, other transcripts may be non-functional degradation products [reviewed in O'Brien et al. (56)]. RNA packaging in exosomes can occur through different mechanisms including RNA recognition via a number of RBPs, which can account for ~25% of EV protein content (48, 57). This is in accordance with proteomic analyses of EVs from human embryonic kidney cells and mouse myoblasts, which revealed enrichments in ribosome and translation-related proteins (48), findings that are similar that which was determined for the ffEV protein cargo. In reproductive fluids, Almiñana et al. showed that mRNAs encoding ribosomal proteins of the large (RPL) and small subunit (RPS) were the most abundant protein-coding RNAs within oviductal EVs (34). These results are in line with studies in EVs from other body fluids including saliva (58) and urine (59) It is possible that the numerous ribosomal proteins identified in our ffEV preparations, and those identified by others, may form RNA–ribonucleoprotein complexes that function to package RNAs into EVs and, thus, participate in RNA maintenance (57) or RNA degradation in exosomes. The presence of numerous RBPs and ribosomal proteins in ffEVs may suggest a possible role for the proteins in RNA sorting, which was also reported in EVs of different origins (60). On the other hand, an analysis of different types of EVs in biological fluids demonstrated that many RBPs were not associated with classical exosomes displaying CD9, CD81, and CD63 markers, and were instead linked to other EV subtypes (61). This finding suggested the presence of different subpopulations of exosome-like ffEVs. In addition, the presence of ribosomal subunits within EVs was also observed in liquid biopsies of a variety of cancer cells (62). Despite numerous studies that have shown that ribosomal proteins represent a large percentage of EV cargo (34, 48, 52), their functional roles remain unclear.

Interestingly, among transcripts encoding ffEV proteins that were detected in FF exosomes via RNA-seq data (16), 18 mRNAs encoded ribosomal proteins. Several of these mRNAs were among 30 of the most abundant transcripts identified from porcine ffEVs (63). In the study, it was demonstrated that porcine ffEVs contain full-length mRNAs, which may be translated into ribosomal proteins and modulate biological processes in recipient cells (63). Therefore, the presence of both ribosomal subunit transcripts and proteins in ffEVs suggests that the transfer of the constituents of ribosomes plays an important role in cell-to-cell communication within the follicle. 

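Before any scaling between arrays, the median log2 processed intensity of the 57 ribosomal protein genes lay between 14.76 and 15.63 on the oocyte arrays and between 16.00 and 17.43 on the arrays of TH, GC, and CC. The brightest thousandth of the probes began at 17.36 to 17.85 on the oocyte arrays and at 17.41 to 18.22 on the somatic arrays. A further 20 RPL and RPS genes of the array, whose proteins are not in Table S5, were all lower in the oocyte, with a median log2 difference of −2.74 from the somatic mean.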

Whether these ribosome-related factors are designated to the oocyte, which displayed limited expression of ribosomal genes and may differ from somatic cells ribosomal RNAs (64), but contained 75 ribosomal RPS and RPL proteins including 54 common proteins to ffEVs (42), requires further investigation.

### Different Origins of Bovine ffEVs

All cell types are capable of releasing EVs, but their cargo may be cell specific, and all cells present in a follicle (mainly GC, but also TH, CC, and also the oocyte) may release EVs into the FF. Therefore, we hypothesized that ffEVs may be composed of a mixture of EVs of different origins. Analyzing the origin of ffEVs will provide valuable information that may clarify the potential role of ffEVs in the follicle and their functional impact on the oocyte. In an attempt to investigate the cell origin of the ffEVs, we considered two approaches: (1) by trying to correlate gene expression in the follicular cells with protein cargo of the ffEVs; (2) by comparing the proteins in follicular cells and ffEVs. However, both approaches have limitations. Thus, gene expression does not always correlate with protein expression. Regarding proteome analyses, the proteins identified in the ffEVs are secreted ones, which usually are enriched in EVs compared with the cells, so it is possible that they are not sufficiently abundant in the cells to be detected by mass spectrometry or Western blot. Previous data from our laboratory has shown that in somatic follicular cells as CC, expression patterns of mRNAs and encoded total proteins (without post-translational modifications) are globally correlated (65–68). Thus, we considered that relative abundance of mRNAs may reflect protein relative expression level and performed a comparative analysis of the expression levels of genes encoding proteins identified from bovine ffEVs in GC, TH, CC, and the oocyte using previously obtained transcriptomic data (40).

Our transcriptomic analysis revealed that 83% of the genes encoding ffEV proteins expressed in different follicular cells types (TH, GC, CC, and also the oocyte). 

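A gene was counted as expressed in a cell type when at least 1 of its probes was well above background on at least 3 of the 4 arrays. By this rule 254 of the 266 genes were expressed in at least 1 cell type, or 78.9% of the number of ffEV proteins in the paper. Proteins without a gene in Table S5 were not looked up and lower this percentage. The paper's text gives no threshold for its own percentage, so the percentages may not measure the same thing. There were 244 expressed genes in TH, 242 in GC, and 240 in CC. The oocyte markers BMP15 and ZP3 were above background on 4 arrays of each of these cell types. GDF9 was above it on 0 TH, 2 GC, and 4 CC arrays. Being counted does not by itself show expression by that cell type. With all 4 arrays required, 253 genes were expressed in at least 1 cell type, and with the less strict mark for a positive and significant signal, 263 were.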

Interestingly, numerous genes were more highly expressed in oocytes compared with the other follicular cell types (cluster 1). 

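Values higher in the oocyte than in each of TH, GC, and CC separately were found by limma for 41 of the 266 genes. Under the alternatives this number lay between 32 and 58. Among the largest differences was that of PRSS2, which was above background on no TH array and 1 GC array and at least 99.1-fold higher in the oocyte than in the mean of the somatic cells (adjusted p = 9.6e-14). HRG, above background on none of the 12 somatic arrays, was at least 9.71-fold higher (adjusted p = 1.7e-14). RAB11A, above background in all cell types, was at 2.58 ± 0.15 (SD, n = 4) in the oocyte, −0.79 ± 0.30 in TH, −0.74 ± 0.20 in GC, and −1.32 ± 0.34 in CC, a log2 difference of 3.53 from the somatic mean (standard error 0.16, adjusted p = 1.5e-11).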

Because mRNA and correspondent protein abundances did not correlate in the oocyte (2, 69–71), overexpression in the oocyte suggests that these transcripts may be stored as maternal RNAs for translation during oocyte maturation and/or the first rounds of embryonic cleavage (72). An increased abundance of these transcripts in oocyte and presence of their corresponding proteins in ffEVs are of particular importance to oocyte maturation and further embryonic development. In fact, recent analysis of oocyte proteome (42) revealed that 67.4% of ffEV proteins were present in bovine oocytes. To the best of our knowledge, the secretion/uptake of EVs by the oocyte has not previously been reported; however, the occurrence of rapid molecular exchange between the oocyte and surrounding CC was observed in multiple studies [reviewed in Collado et al. (5)]. 

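In the oocyte, 240 of the 266 genes were well above background on at least 3 of the 4 arrays. The same mark was set on 4 oocyte arrays for the theca markers INSL3, COL1A2, and ACTA2. For COL1A1 it was set on 2 oocyte arrays, and for CYP17A1 on 0. The count therefore does not by itself show expression by the oocyte. The oocyte had the highest mean of the 4 cell types in 61 genes. On these oocyte arrays the lowest log2 signal well above background was 3.73, 4.06, and 4.72 for replicates 1, 3, and 4, and 7.48 for replicate 2, so that the last detected fewer low signals.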

Taken together, our results showed that oocytes contain an important number of transcripts encoding ffEV proteins and this corroborates with detection of a number of corresponding proteins in the oocytes (41, 42). Taken together, this indicates that the release of EVs by the oocyte should not be excluded.

On the other hand, coding genes overexpressed in CC compared with other follicular cells were also found in the list of proteins from ffEVs. These proteins are known to be involved in oocyte maturation and include proteins related to steroidogenesis (HSDA7B1 and PTFRGN), oocyte maturation, and sperm capacitation (calreticulin, integrin 2, clustrin). 

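By limma, 18 of the 266 genes were higher in CC than in each of TH, GC, and the oocyte. With each array left out in turn the number lay between 14 and 20. With only 2 arrays per cell type, within slide 1 or within slide 2, it was 1 in each.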

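In HSD17B1 the CC value was 6.08 ± 0.49 (SD, n = 4), against 4.80 ± 0.59 in GC, 2.70 ± 0.55 in TH, and −1.05 ± 0.41 in the oocyte, so that CC was above the mean of the other cell types by 3.93 on the log2 scale (standard error 0.28, limma adjusted p = 2.9e-08). Replicate 2 of CC was at 6.81 in this gene and the others were between 5.78 and 5.89. PTGFRN was higher in CC by 2.91 (standard error 0.16, adjusted p = 2.4e-09). In both genes GC was below CC, with adjusted p-values of 0.028 and 0.0043. CALR, which encodes calreticulin, was higher in CC than in the mean of the other cell types by 1.04 (standard error 0.15, adjusted p = 3.4e-05). The CALR values of 7.18 ± 0.11 in CC, 6.64 ± 0.42 in GC, and 6.76 ± 0.06 in TH were closer together, and CC could not be told apart from GC (adjusted p = 0.084) or TH (adjusted p = 0.10).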

More than half of ffEV proteins were also identified in CC surrounding mature bovine oocytes (41). Taken together, these findings indicate that CC may be also important sources of ffEVs and play important roles in the acquisition of oocyte competence.

Furthermore, a number of proteins identified in ffEVs, which were related to complement and coagulation cascades, were previously determined to be overexpressed at the transcriptional level in CC (C3, CLU, F2), oocytes (C5, PLG, FGB), and TH cells (A2M, C1QB, CFH, CFI). 

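The same contrasts were made with limma for the genes of these cascades (n = 4 arrays per cell type). In CC, F2 was at 0.68 ± 0.12 (SD) against −1.99 ± 0.30 in GC, −3.06 ± 0.33 in TH, and −3.48 ± 0.13 in the oocyte, a log2 difference of 3.53 from the mean of the other cell types (standard error 0.15, adjusted p = 4.7e-10). CLU was higher in CC by 2.38 (standard error 0.19, adjusted p = 6.4e-08) and also exceeded GC alone (adjusted p = 0.019). C3 was well above background on all 4 CC arrays, on 1 TH and 1 GC array, and on no oocyte array, and was at least 7.83-fold higher in CC (adjusted p = 3.4e-06). In the oocyte, C5 was at least 36.2-fold higher than in the somatic mean (adjusted p = 8.4e-14) and PLG at least 38.9-fold (adjusted p = 2.2e-11). C5 was well above background on 4 TH arrays, 1 GC array, and no CC array, and PLG on 2 TH arrays, no GC array, and 1 CC array. FGB was well above background on the 4 oocyte arrays and on none of the 12 somatic arrays, where its signal was too close to the detection limit to give a bound above 1-fold. After normexp background correction the difference of FGB changed sign, to −0.30 (adjusted p = 0.13). Under the other alternatives it reached up to 4.59, and only 1 of the 2 probes of FGB was above background. In TH, A2M was at least 68.3-fold higher than in the mean of the other cell types (adjusted p = 1.4e-08). CFI, above background on 2 CC arrays, was at least 9.28-fold higher than in that mean (adjusted p = 1.3e-05).

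**Figure D2:**
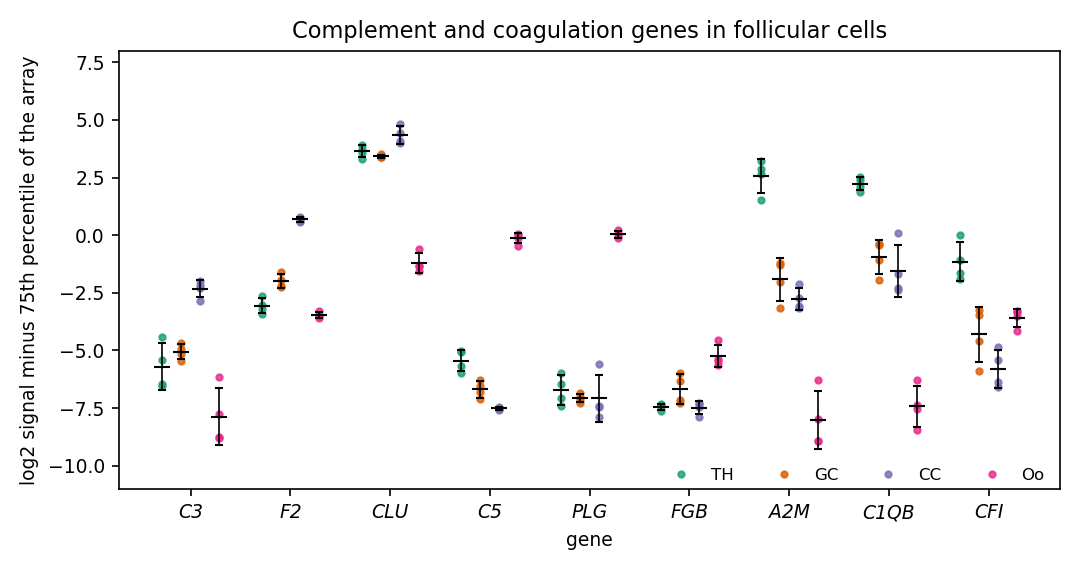
Gene expression value (vertical axis, log2 signal minus the 75th percentile of the array) of selected complement and coagulation genes (horizontal axis) in TH, GC, CC, and oocyte (Oo) samples. Points are single arrays and bars are the mean ± SD of 4 arrays. F2 is highest in CC at 0.68, and C5 and PLG stand apart in the oocyte at −0.12 and 0.04.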

Others were similarly expressed in the different cell types (C8G, FGA, SERPIND1, and VTN). 

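C8G was at 0.54 ± 0.28 (SD, n = 4) in TH, 0.21 ± 0.64 in GC, 0.74 ± 0.09 in CC, and −2.89 ± 0.10 in the oocyte. Its largest difference, 3.63 between CC and the oocyte on the log2 scale, was larger than the spread between replicates (standard error 0.25, limma F-test adjusted p = 5e-09), while TH, GC, and CC did not differ from each other, with adjusted p-values between 0.24 and 0.66. FGA, SERPIND1, and VTN were not above background in any cell type. FGA reached it on 2 oocyte arrays, VTN on 1 CC array, and SERPIND1 on none, so no difference in level is given for them.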

A large number of these proteins were also identified in a recent study by Walter et al. (45), which showed that proteins related to complement, coagulation cascades, and steroid biosynthesis were enriched in CC surrounding the oocytes that matured successfully under *in vivo* conditions compared with IVM. For example, an increase of C3 secretion by COCs during IVM was reported, although C3 concentrations in FF were 100-fold higher than in spent IVM medium *in vivo* (45). In contrast, the relatively low levels of expression of C3, C5, and C9 genes in follicular cells of our study suggest that correspondent complement and coagulation cascade proteins in ffEVs may originate from follicular cells, but may also be derived from plasma.

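C9 was well above background on 1 of the 16 arrays, a TH array, and on none of GC, CC, and the oocyte. Its values of −5.33 ± 0.60 (SD, n = 4) in TH, −7.06 ± 0.16 in GC, −7.43 ± 0.20 in CC, and −7.96 ± 1.25 in the oocyte are therefore near the detection limit.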

The integrative proteomic and transcriptome data provided in this study suggest that a mixture of ffEVs derived from GC, CC, TH, and the oocyte may be present in FF. Moreover, we cannot exclude the possibility that some ffEVs may be derived from the plasma. However, the differentiation of EV subpopulations in a complex mixture such as FF remains a major challenge for researchers in the field (73). 

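By group means alone, the highest value of a gene was in TH for 88 of the 266 genes, in CC for 59, and in GC for 58. Values above each of the other cell types, by limma, were found for 27 genes in TH and for 1 gene in GC. The gene of GC was GSTA5, looked up after the number was seen, at 2.82 ± 0.78 (SD, n = 4) in GC against 0.93 ± 0.36 in CC, where replicate 3 was at 0.40 with the others between 1.05 and 1.18. The number for GC was 0 without GC replicate 1, 0 without CC replicate 3, and 0 within either slide. For TH it was 11 within slide 1 and 16 within slide 2. From the genes overexpressed in oocytes, CC, and TH whose proteins were identified in ffEVs, and from the proteins shared with GC, CC, and oocytes, the paper proposes that FF may contain a mixture of ffEVs from GC, CC, TH, and the oocyte.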

Advances in immunoaffinity purification methods for EV isolation will allow us to detect how representative a subset of EVs may be of the entire ffEV population. Therefore, knowledge of the molecular components of ffEVs and an understanding of their potential origins at different levels will be needed to serve as a strong molecular basis for the development of improved detection methods. Our current data provide a basis for this type of study.

Our current findings and those of other researchers (6) suggest that proteins and other components identified in ffEVs have the potential to serve as non-invasive molecular markers of oocyte competence. This characteristic of ffEVs makes them a valuable source of novel diagnostic and therapeutic strategies in reproductive medicine (74). Although their utility is theoretical currently, data have shown that levels of cumulus proteins were different in mature and non-mature COCs (45). These differential proteins were detected in ffEVs, and therefore, ffEVs may be involved in the acquisition of competence by the enclosed oocyte. Further, ffEVs used as supplements during IVM produced a pronounced effect on oocyte competence, which was reflected in increased blastocyst formation rates (16). This reflects the potential of ffEVs for improving outcomes of a variety of assisted reproductive technologies.

In conclusion, our study provides the first extensive characterization of the protein cargo of ffEVs isolated from small bovine follicles (3–6 mm), which are known to be capable of improving oocyte competence *in vitro*. The proteins identified here may be associated to oocyte maturation and embryo development competence. In addition, they may be associated with a variety of signaling processes that occur between the oocyte and follicular cells, and likely determine whether further follicular growth or death occurs. Furthermore, our integrative proteomic and transcriptome analysis strongly suggested that the FF may be composed of a mixture of EVs that are derived from ovarian follicular somatic cells, the oocyte, and circulating blood. Our findings provide a strong basis for the further characterization of EV subpopulations in FF. Taken together, the findings of this study highlight the potential of ffEVs as sources of non-invasive molecular markers of oocyte competence and enhance our capacity to use ffEVs to improve outcomes in a variety of assisted reproductive technologies.

## Data Availability Statement

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD020508.

## Ethics Statement

Ethical review and approval was not required for the animal study because No experiments with living animals were performed.

## Author Contributions

SU designed the study, performed the experiments, analyzed the data, and wrote the paper. CA performed the experiments and wrote the paper. VL, A-PT-G, LC-S, and GT prepared protein samples, performed mass spectrometry analyses, protein identification, and analyzed proteomic data. RU performed the electron microscopy analysis, and AC performed the transcriptomic analysis. GS conceived the study, and participated in data analysis and the wrote the paper. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Protein Cargo of Extracellular Vesicles From Bovine Follicular Fluid and Analysis of Their Origin From Different Ovarian Cells
**Source:** Front Vet Sci. 2020 Nov 4;7:584948. doi: 10.3389/fvets.2020.584948
**Supplement:** Supplementary Table 1 — Data of MS analysis of bovine ffEVs and GC.

Supplementary data Table S1.

List of proteins identified by nanoLC-MS/MS:

767 proteins identified in 601 clusters  
validated with Scaffold software using Peptide an Protein Prophet

|     |                                                                                                         |                       |        |         |        |          |          |   |   |   |   |        |        |     |      |
|-----|---------------------------------------------------------------------------------------------------------|-----------------------|--------|---------|--------|----------|----------|---|---|---|---|--------|--------|-----|------|
| 561 | glutathione S-transferase alpha I [Oryctolagus cuniculus]                                               | NP_001164568.1        | 26 kDa | 0       | 1,2151 | 0        | 0,12805  | 0 | 1 | 0 | 1 | 0,00%  | 10,80% | 56% | 96%  |
| 562 | leucine-rich alpha-2-glycoprotein precursor [Bos taurus]                                                | NP_001039642.1 (+4)   | 38 kDa | 0       | 2,4302 | 0        | 0,084999 | 0 | 1 | 0 | 1 | 0      | 3,47%  | 0   | 96%  |
| 563 | Cluster of LOW QUALITY PROTEIN: thioredoxin-like protein 1 [Loxodonta africana] (XP_003406335.1)        | XP_003406335.1        | 32 kDa | 0       | 1,2151 | 0        | 0,1011   | 0 | 1 | 0 | 1 | 0      | 5,19%  | 0   | 100% |
| 564 | propionyl-CoA carboxylase beta chain, mitochondrial precursor [Bos taurus]                              | NP_001033637.1 (+39)  | 58 kDa | 0       | 2,4302 | 0        | 0,11415  | 0 | 2 | 0 | 2 | 0      | 6,12%  | 0   | 100% |
| 565 | succinyl-CoA:3-ketoadic coenzyme A transferase 1, mitochondrial [Bos taurus]                            | NP_001069538.1 (+11)  | 56 kDa | 0       | 2,4302 | 0        | 0,11812  | 0 | 2 | 0 | 2 | 0      | 6,54%  | 0   | 100% |
| 566 | PREDICTED: inorganic pyrophosphatase 2, mitochondrial [Condylura cristata]                              | XP_004686519.1        | 37 kDa | 0       | 2,4302 | 0        | 0,087053 | 0 | 1 | 0 | 1 | 0      | 4,80%  | 0   | 100% |
| 567 | CMP-N-acetylneuraminate-beta-galactosamide-alpha-2, 3-sialyltransferase 4, partial [Bos mutus]          | ELR5885.1             | 39 kDa | 0       | 1,2151 | 0        | 0,082801 | 0 | 1 | 0 | 1 | 0      | 4,55%  | 0   | 100% |
| 568 | PREDICTED: serine hydroxymethyltransferase, mitochondrial [Ceratotherium simum simum]                   | XP_00442949.1         | 57 kDa | 0       | 2,4302 | 0        | 0,056717 | 0 | 1 | 0 | 1 | 0      | 6,24%  | 0   | 100% |
| 569 | beta-hexosaminidase subunit alpha precursor [Bos taurus]                                                | NP_001068632.1 (+11)  | 60 kDa | 0       | 1,2151 | 0        | 0,053653 | 0 | 1 | 0 | 1 | 0      | 3,21%  | 0   | 100% |
| 570 | protein FAM3A isoform X4 [Phascogaster cinereus]                                                        | XP_020831307.1 (+2)   | 33 kDa | 0       | 1,2151 | 0        | 0,099704 | 0 | 1 | 0 | 1 | 0      | 4,03%  | 0   | 99%  |
| 571 | heparin cofactor 2 isoform X1 [Bos taurus]                                                              | XP_005218256.1 (+1)   | 63 kDa | 1,6992  | 0      | 0,052811 | 0        | 1 | 0 | 1 | 0 | 2,30%  | 0      | 99% | 0    |
| 572 | PREDICTED: serine/arginine-rich splicing factor 8 [Myotis brandtii]                                     | XP_005856796.1        | 18 kDa | 0,84959 | 0      | 0,18675  | 0        | 1 | 0 | 1 | 0 | 11,00% | 0      | 99% | 0    |
| 573 | galactokinase 1, partial [Bos taurus]                                                                   | ABF57297.1 (+4)       | 31 kDa | 0       | 2,4302 | 0        | 0,1044   | 0 | 1 | 0 | 1 | 0      | 6,21%  | 0   | 99%  |
| 574 | TPA: serine/threonine-protein phosphatase PP1-beta catalytic subunit, partial [Bos taurus]              | DAA24418.1 (+214)     | 35 kDa | 0       | 2,4302 | 0        | 0,092652 | 0 | 1 | 0 | 1 | 0      | 5,50%  | 0   | 99%  |
| 575 | protein O-glucosyltransferase 1 precursor [Bos taurus]                                                  | NP_001014903.1 (+127) | 46 kDa | 0       | 2,4302 | 0        | 0,070622 | 0 | 1 | 0 | 1 | 0      | 3,57%  | 0   | 99%  |
| 576 | ribonuclease inhibitor [Bos taurus]                                                                     | NP_001030396.1 (+1)   | 49 kDa | 0       | 2,4302 | 0        | 0,066391 | 0 | 1 | 0 | 1 | 0      | 4,61%  | 0   | 99%  |
| 577 | small glutamine-rich tetratricopeptide repeat-containing protein alpha [Bos taurus]                     | NP_001033119.1 (+13)  | 34 kDa | 0       | 2,4302 | 0        | 0,095413 | 0 | 1 | 0 | 1 | 0      | 5,43%  | 0   | 99%  |
| 578 | ATPase family AAA domain-containing protein 3 [Bos taurus]                                              | NP_001098932.1 (+132) | 66 kDa | 0       | 1,2151 | 0        | 0,048915 | 0 | 1 | 0 | 1 | 0      | 2,39%  | 0   | 99%  |
| 579 | alpha-2-HS-glycoprotein precursor [Bos taurus]                                                          | NP_776409.1 (+10)     | 38 kDa | 0       | 1,2151 | 0        | 0,084749 | 0 | 1 | 0 | 1 | 0      | 4,74%  | 0   | 99%  |
| 580 | PREDICTED: LOW QUALITY PROTEIN: synaptic vesicle membrane protein VAT-1 homolog isoform X1 [Ovis aries] | XP_012041537.2        | 54 kDa | 0       | 1,2151 | 0        | 0,060404 | 0 | 1 | 0 | 1 | 0      | 3,61%  | 0   | 98%  |
| 581 | mitochondrial diablo [Sus scrofa]                                                                       | ACJ24820.1 (+1)       | 27 kDa | 0       | 2,4302 | 0        | 0,12261  | 0 | 1 | 0 | 1 | 0      | 4,22%  | 0   | 97%  |
| 582 | PREDICTED: enoyl-CoA hydratase, mitochondrial [Rhinolophus sinicus]                                     | XP_019583885.1        | 30 kDa | 0       | 1,2151 | 0        | 0,11082  | 0 | 1 | 0 | 1 | 0      | 6,18%  | 0   | 95%  |
| 583 | inorganic pyrophosphatase 2, mitochondrial [Bos taurus]                                                 | NP_001069864.1 (+29)  | 37 kDa | 0       | 1,2151 | 0        | 0,088118 | 0 | 1 | 0 | 1 | 0      | 4,89%  | 0   | 100% |
| 584 | Protein FAM3C, partial [Bos mutus]                                                                      | ELR57312.1 (+1)       | 24 kDa | 0       | 1,2151 | 0        | 0,13526  | 0 | 1 | 0 | 1 | 0      | 7,62%  | 0   | 100% |
| 585 | heterochromatin protein 1-binding protein 3 [Bos taurus]                                                | NP_001068904.1 (+106) | 61 kDa | 0,84959 | 0      | 0,053872 | 0        | 1 | 0 | 1 | 0 | 2,34%  | 0      | 99% | 0    |
| 586 | PREDICTED: LOW QUALITY PROTEIN: interferon-induced transmembrane protein 3-like [Callithrix jacchus]    | XP_008992126.1        | 15 kDa | 0,84959 | 0      | 0,23217  | 0        | 1 | 0 | 1 | 0 | 12,00% | 0      | 99% | 0    |
| 587 | peptidyl-prolyl cis-trans isomerase C precursor [Bos taurus]                                            | NP_001070378.1        | 23 kDa | 0       | 1,353  | 0        | 0,31074  | 0 | 2 | 0 | 2 | 0      | 12,70% | 0   | 99%  |
| 588 | Dicarbonyl/L-xylulose reductase [Bos taurus]                                                            | AAI42211.1 (+12)      | 26 kDa | 0       | 1,2151 | 0        | 0,12805  | 0 | 1 | 0 | 1 | 0      | 6,56%  | 0   | 99%  |
| 589 | isocitrate dehydrogenase 3 (NAD+) gamma isoform a precursor [Bos taurus]                                | AA446424.1 (+18)      | 43 kDa | 0       | 1,2151 | 0        | 0,075827 | 0 | 1 | 0 | 1 | 0      | 3,57%  | 0   | 99%  |
| 590 | pyruvate dehydrogenase protein X component precursor [Bos taurus]                                       | NP_001069219.1 (+11)  | 54 kDa | 0       | 1,2151 | 0        | 0,060152 | 0 | 1 | 0 | 1 | 0      | 2,79%  | 0   | 99%  |
| 591 | coatamer subunit delta [Bos taurus]                                                                     | NP_001181942.1 (+115) | 57 kDa | 0       | 1,2151 | 0        | 0,056495 | 0 | 1 | 0 | 1 | 0      | 2,35%  | 0   | 99%  |
| 592 | TPA: COMM domain-containing protein 9 [Bos taurus]                                                      | DAA21833.1 (+28)      | 22 kDa | 0       | 1,2151 | 0        | 0,15161  | 0 | 1 | 0 | 1 | 0      | 8,08%  | 0   | 99%  |
| 593 | angiotensinogen precursor [Bos taurus]                                                                  | NP_001107554.1 (+9)   | 45 kDa | 0       | 1,2151 | 0        | 0,071499 | 0 | 1 | 0 | 1 | 0      | 4,25%  | 0   | 98%  |
| 594 | SUMO-activating enzyme subunit 1 [Bos taurus]                                                           | NP_001075180.1 (+4)   | 38 kDa | 0       | 1,2151 | 0        | 0,084999 | 0 | 1 | 0 | 1 | 0      | 5,78%  | 0   | 98%  |
| 595 | U2 small nuclear ribonucleoprotein A' [Bos taurus]                                                      | NP_001092418.1 (+63)  | 28 kDa | 0       | 1,2151 | 0        | 0,11572  | 0 | 1 | 0 | 1 | 0      | 11,00% | 0   | 98%  |
| 596 | Pentatricopeptide repeat-containing protein 2 [Heterocephalus glaber]                                   | EH803324.1 (+3)       | 39 kDa | 0       | 1,2151 | 0        | 0,083521 | 0 | 1 | 0 | 1 | 0      | 2,38%  | 0   | 96%  |
| 597 | dehydrogenase/reductase SDR family member 7B [Bos taurus]                                               | NP_001030420.1 (+16)  | 35 kDa | 0       | 1,2151 | 0        | 0,093251 | 0 | 1 | 0 | 1 | 0      | 4,92%  | 0   | 96%  |
| 598 | PREDICTED: nucleotide exchange factor SIL1 [Erinaceus europaeus]                                        | XP_007517663.1        | 49 kDa | 0       | 1,2151 | 0        | 0,065485 | 0 | 1 | 0 | 1 | 0      | 2,96%  | 0   | 95%  |
| 599 | Coatomer protein complex, subunit epsilon [Bos taurus]                                                  | AAI09964.1 (+19)      | 34 kDa | 0       | 1,2151 | 0        | 0,094474 | 0 | 1 | 0 | 1 | 0      | 3,90%  | 0   | 95%  |
| 600 | PREDICTED: EF-hand calcium-binding domain-containing protein 3 [Nomascus leucogenys]                    | XP_003270847.2        | 51 kDa | 0,84959 | 0      | 0,064602 | 0        | 1 | 0 | 1 | 0 | 5,79%  | 0      | 95% | 0    |
| 601 | LOW QUALITY PROTEIN: complement factor H-related protein 4 [Macaca nemestrina]                          | XP_011744782.1        | 78 kDa | 0       | 1,2151 | 0        | 0,041098 | 0 | 1 | 0 | 1 | 0      | 6,05%  | 0   | 95%  |

END OF FILE

# Supplementary material for: Protein Cargo of Extracellular Vesicles From Bovine Follicular Fluid and Analysis of Their Origin From Different Ovarian Cells
**Source:** Front Vet Sci. 2020 Nov 4;7:584948. doi: 10.3389/fvets.2020.584948
**Supplement:** Supplementary Table 2 — List of proteins identified in bovine ffEVs and GC.

# Supplementary data Table S2.

List of proteins identified in bovine follicular fluid extracellular vesicles (ff-EVs) and granulosa cells (GC)

| ff-EV dominant proteins |                                                                                          |                 |
|-------------------------|------------------------------------------------------------------------------------------|-----------------|
| Bt acc                  | Description (exo-specific proteins)                                                      | Official symbol |
| DAA19706.1              | adaptor-related protein complex 2, alpha 1 subunit [Bos taurus]                          | AP2A1           |
| NP_001068593.1          | AP-2 complex subunit beta [Bos taurus]                                                   | AP2B1           |
| DAA29912.1              | ADP-ribosylation factor 3 [Bos taurus]                                                   | ARF3            |
| NP_776930.1             | V-type proton ATPase subunit d 1 [Bos taurus]                                            | ATP6V0D1        |
| XP_024843970.1          | copper-transporting ATPase 1 isoform X1 [Bos taurus]                                     | ATP7A           |
| NP_001040064.1          | complement C1q subcomponent subunit B precursor [Bos taurus]                             | C1QB            |
| NP_001040049.1          | protein HP-20 homolog precursor [Bos taurus] MGC137014                                   | C1QTNF4         |
| AKE14289.1              | complement component 5 [Bos taurus]                                                      | C5              |
| NP_001178322.1          | CAD protein [Bos taurus]                                                                 | CAD             |
| XP_024832523.1          | calmodulin-binding transcription activator 1 isoform X6 [Bos taurus]                     | CAMTA1          |
| DAA13541.1              | CD81 antigen, partial [Bos taurus]                                                       | CD81            |
| DAA21472.1              | hypothetical protein LOC790886, partial [Bos taurus]                                     | CFH             |
| NP_001098887.1          | clathrin interactor 1 [Bos taurus]                                                       | CLINT1          |
| XP_005210119.1          | clathrin light chain A isoform X3 [Bos taurus]                                           | CLTA            |
| NP_776327.1             | clusterin preproprotein [Bos taurus]                                                     | CLU             |
| DAA17141.1              | CKLF-like MARVEL transmembrane domain containing 6 [Bos taurus]                          | CMTM6           |
| XP_010814170.2          | luster of carboxypeptidase D [Bos taurus]                                                | CPD             |
| NP_001029933.1          | dolichyl-diphosphooligosaccharide--protein glycosyltransferase subunit DAD1 [Bos taurus] | DAD1            |
| DAA33060.1              | DnaJ homolog, subfamily C, member 13 [Bos taurus]                                        | DNAJC13         |
| XP_002694948.2          | enhancer of mRNA-decapping protein 4 isoform X1 [Bos taurus]                             | EDC4            |
| ABQ12948.1              | eukaryotic translation elongation factor 1 delta, partial [Bos taurus]                   | EEF1D           |
| XP_024835965.1          | EF-hand calcium-binding domain-containing protein 3 isoform X1 [Bos taurus]              | EFCAB3          |
| NP_001015628.1          | eukaryotic translation initiation factor 3 subunit I [Bos taurus]                        | EIF3A           |
| NP_001095826.1          | eukaryotic translation initiation factor 3 subunit B [Bos taurus]                        | EIF3B           |
| NP_001029790.1          | eukaryotic translation initiation factor 3 subunit C [Bos taurus]                        | EIF3CL          |
| DAA20521.1              | EMI domain containing 1 [Bos taurus]                                                     | EMID1           |
| NP_001029508.1          | enhancer of rudimentary homolog [Bos taurus]                                             | ERH             |
| NP_001157250.1          | fibronectin precursor [Bos taurus]                                                       | FN1             |
| DAA17430.1              | feritin light chain-like [Bos taurus]                                                    | FTL             |
| DAA18755.1              | FUS interacting protein 1-like [Bos taurus]                                              | FUSIP1          |
| NP_001179392.1          | Golgi membrane protein 1 [Bos taurus]                                                    | GOLM1           |
| NP_777234.1             | histone H2A.Z [Bos taurus]                                                               | H2AZ1           |
| NP_001032546.1          | histone H2B type 1 [Bos taurus]                                                          | H2BC19          |
| NP_001092854.1          | histone H2B type 2-E [Bos taurus]                                                        | H2BC21          |
| NP_001014868.1          | hyaluronan-binding protein 2 precursor [Bos taurus]                                      | HABP2           |
| NP_001192358.1          | heterogeneous nuclear ribonucleoprotein A3 [Bos taurus]                                  | HNRNPA3         |
| NP_001070388.2          | heterogeneous nuclear ribonucleoprotein U [Bos taurus]                                   | HNRNPU          |
| NP_001068904.1          | heterochromatin protein 1-binding protein 3 [Bos taurus]                                 | HP1BP3          |
| DAA33337.1              | histidine-rich glycoprotein [Bos taurus]                                                 | HRG             |
| AAK58639.1              | interferon-induced membrane protein Leu-13/9-27 [Bos taurus]                             | IFITM1          |
| NP_001071609.1          | interferon-induced transmembrane protein 3 [Bos taurus]                                  | IFITM3          |
| AAI14802.1              | Immunoglobulin light chain, lambda gene cluster [Bos taurus]                             | IGL@            |
| NP_001075908.1          | immunoglobulin superfamily member 8 precursor [Bos taurus]                               | IGSF8           |
| AFS60671.1              | integrin beta 3 subunit [Bos taurus]                                                     | ITGB3           |
| NP_001091485.1          | inter-alpha-trypsin inhibitor heavy chain H2 precursor [Bos taurus]                      | ITI2            |

|                |                                                                      |          |
|----------------|----------------------------------------------------------------------|----------|
| NP_001092680.1 | 40S ribosomal protein S17 [Bos taurus]                               | RPS17    |
| BAC56379.1     | similar to40S ribosomal protein S18, partial [Bos taurus]            | RPS18    |
| DAA24498.1     | ribosomal protein S23-like [Bos taurus]                              | RPS23    |
| DAA17032.1     | ribosomal protein S24-like [Bos taurus]                              | RPS24    |
| NP_001020486.1 | 40S ribosomal protein S25 [Bos taurus]                               | RPS25    |
| NP_001015561.1 | 40S ribosomal protein S26 [Bos taurus]                               | RPS26    |
| NP_777203.1    | ubiquitin-40S ribosomal protein S27a [Bos taurus]                    | RPS27A   |
| NP_001035668.1 | 40S ribosomal protein S27-like [Bos taurus]                          | RPS27L   |
| NP_001029210.1 | 40S ribosomal protein S3a [Bos taurus]                               | RPS3A    |
| DAA26959.1     | 40S ribosomal protein S6, partial [Bos taurus]                       | RPS6     |
| NP_001020488.1 | 40S ribosomal protein S8 [Bos taurus]                                | RPS8     |
| NP_001094622.1 | 40S ribosomal protein S9 [Bos taurus]                                | RPS9     |
| NP_001095640.1 | secretory carrier-associated membrane protein 2 [Bos taurus]         | SCAMP2   |
| NP_001030503.1 | secretory carrier-associated membrane protein 3 [Bos taurus]         | SCAMP3   |
| ABQ12975.1     | syntenin [Bos taurus]                                                | SDCBP    |
| NP_001192584.1 | protein transport protein Sec24C [Bos taurus]                        | SEC24C   |
| NP_001035594.1 | protein transport protein Sec61 subunit alpha isoform 1 [Bos taurus] | SEC61A1  |
| NP_001039557.1 | septin-2 [Bos taurus]                                                | SEPT2    |
| XP_005218256.1 | heparin cofactor 2 isoform X1 [Bos taurus]                           | SERPIND1 |
| AAI48904.1     | SMN protein, partial [Bos taurus]                                    | SMN      |
| DAA31548.1     | sortilin 1 [Bos taurus]                                              | SORT1    |
| NP_001020497.1 | serglycin precursor [Bos taurus]                                     | SRGN     |
| NP_001029449.1 | serine/arginine-rich splicing factor 7 [Bos taurus]                  | SRSF7    |
| NP_001029872.1 | serine/arginine-rich splicing factor 3 [Bos taurus]                  | SRSF8    |
| NP_001033592.1 | translocon-associated protein subunit delta precursor [Bos taurus]   | SSR4     |
| NP_001098943.1 | erythrocyte band 7 integral membrane protein [Bos taurus]            | STOM     |
| NP_001075900.1 | syntaxin-6 [Bos taurus]                                              | STX6     |
| NP_001071332.1 | syntaxin-7 [Bos taurus]                                              | STX7     |
| NP_001039707.1 | telomerase reverse transcriptase [Bos taurus]                        | TERT     |
| NP_001193506.1 | transferrin receptor protein 1 [Bos taurus]                          | TFRC     |
| XP_002698454.2 | tolloid-like protein 2 isoform X1 [Bos taurus]                       | TLL2     |
| AAI23581.1     | TMED4 protein, partial [Bos taurus]                                  | TMED4    |
| NP_001030514.1 | transmembrane protein 14C [Bos taurus]                               | TMEM14C  |
| NP_001107983.1 | protein kish-A precursor [Bos taurus]                                | TMEM167A |
| NP_001014940.1 | transmembrane protein 35A [Bos taurus]                               | TMEM35A  |
| NP_001029948.1 | transformer-2 protein homolog beta [Bos taurus]                      | TRA2B    |
| NP_776392.1    | transthyretin precursor [Bos taurus]                                 | TTR      |

#### ff-EV /GC common proteins

| Bt Acc         | Dscription (common proteins GC-exo)                          | Officila symbol |
|----------------|--------------------------------------------------------------|-----------------|
| NP_001039708.1 | alpha-1B-glycoprotein precursor [Bos taurus]                 | A1BG            |
| NP_001103265.1 | alpha-2-macroglobulin precursor [Bos taurus]                 | A2M             |
| DAA24846.1     | TPA: actin, gamma-enteric smooth muscle [Bos taurus]         | ACTL7A          |
| NP_001075907.1 | ADP-dependent glucokinase precursor [Bos taurus]             | ADPGK           |
| NP_001012537.1 | aldose reductase [Bos taurus]                                | AKR1B1          |
| NP_851335.1    | serum albumin precursor [Bos taurus]                         | ALB             |
| NP_001068835.1 | aldehyde dehydrogenase, mitochondrial precursor [Bos taurus] | ALDH1L2         |
| AAI02517.1     | Annexin A2 [Bos taurus]                                      | ANXA2           |
| NP_001001440.2 | annexin A4 [Bos taurus]                                      | ANXA4           |
| DAA28951.1     | TPA: annexin A5 [Bos taurus]                                 | ANXA5           |
| NP_001096694.1 | annexin A6 [Bos taurus]                                      | ANXA6           |

|                |                                                                             |          |
|----------------|-----------------------------------------------------------------------------|----------|
| NP_001069811.1 | vesicle-trafficking protein SEC22b precursor [Bos taurus]                   | SEC22B   |
| NP_001139773.1 | serpin A3-2 precursor [Bos taurus]                                          | SERPINA3 |
| XP_005222351.1 | serpin A3-5 [Bos taurus]                                                    | SERPINA3 |
| NP_777094.1    | glia-derived nexin precursor [Bos taurus]                                   | SERPINE2 |
| NP_001039528.1 | serpin H1 precursor [Bos taurus]                                            | SERPINH1 |
| NP_001193220.1 | splicing factor, proline- and glutamine-rich [Bos taurus]                   | SFPQ     |
| NP_001076867.1 | serine/arginine-rich splicing factor 9 [Bos taurus]                         | SFRS9    |
| NP_001094664.1 | calcium-binding mitochondrial carrier protein Aralar1 [Bos taurus]          | SLC25A12 |
| ABG67048.1     | solute carrier family 29 , member 1, partial [Bos taurus]                   | SLC29A1  |
| NP_001069198.1 | receptor for retinol uptake STRA6 [Bos taurus]                              | STRA6    |
| NP_803450.2    | serotransferrin precursor [Bos taurus]                                      | TF       |
| NP_001035639.1 | transmembrane emp24 domain-containing protein 10 precursor [Bos taurus]     | TMED10   |
| AAX09080.1     | transmembrane emp24 protein transport domain containing 9 [Bos taurus]      | TMED9    |
| NP_001095950.1 | transmembrane protein 43 [Bos taurus]                                       | TMEM43   |
| NP_001098966.1 | transmembrane emp24 domain-containing protein 7 precursor [Bos taurus]      | TMED7    |
| NP_001039935.1 | transmembrane protein 109 precursor [Bos taurus]                            | TMEM109  |
| NP_001029376.1 | tubulin alpha-1C chain [Bos taurus]                                         | TUBA1C   |
| XP_002697652.1 | tubulin beta-2A chain isoform X1 [Bos taurus]                               | TUBB2A   |
| XP_002685277.1 | UDP-glucose:glycoprotein glucosyltransferase 1 isoform X1 [Bos taurus]      | UGGT1    |
| NP_001029466.1 | transitional endoplasmic reticulum ATPase [Bos taurus]                      | VCP      |
| XP_005209392.1 | voltage-dependent anion-selective channel protein 1 isoform X1 [Bos taurus] | VDAC1    |
| NP_776911.2    | voltage-dependent anion-selective channel protein 2 [Bos taurus]            | VDAC2    |
| NP_777154.1    | voltage-dependent anion-selective channel protein 3 [Bos taurus]            | VDAC3    |
| AAA53661.1     | vimentin [Bos taurus]                                                       | VIM      |
| AAA83135.1     | immunoglobulin lambda light chain variable region [Bos taurus]              | VI1b     |
| XP_024851955.1 | vacuolar protein sorting-associated protein 13A isoform X1 [Bos taurus]     | VPS13A   |
| NP_001030222.1 | vitronectin precursor [Bos taurus]                                          | VTN      |
| NP_001071595.1 | 14-3-3 protein theta [Bos taurus]                                           | YWHAQ    |
| AAB66575.1     | immunoglobulin light chain variable region [Bos taurus]                     | nd       |
| AAB66566.1     | immunoglobulin light chain variable region [Bos taurus]                     | nd       |

#### GC dominant proteins

| Bt acc         | Description (GC specific proteins)                                                       | Official symbol |
|----------------|------------------------------------------------------------------------------------------|-----------------|
| NP_001029544.1 | protein ABHD11 [Bos taurus]                                                              | ABHD11          |
| NP_001068703.1 | medium-chain specific acyl-CoA dehydrogenase, mitochondrial precursor [Bos taurus]       | ACADM           |
| AAI51812.1     | short-chain specific acyl-CoA dehydrogenase, mitochondrial precursor [Bos taurus] (DAA:  | ACADS           |
| NP_776919.1    | very long-chain specific acyl-CoA dehydrogenase, mitochondrial precursor [Bos taurus] (N | ACADVL          |
| NP_001039540.1 | acetyl-CoA acetyltransferase, mitochondrial precursor [Bos taurus] (NP_001039540.1)      | ACAT1           |
| AAI02907.1     | Peroxisomal D3,D2-enoyl-CoA isomerase [Bos taurus]                                       | ACBP            |
| AAI02643.1     | Aconitase 2, mitochondrial [Bos taurus]                                                  | ACO2            |
| NP_776404.2    | actin, cytoplasmic 1 [Bos taurus]                                                        | ACTB            |
| NP_001091521.1 | alpha-actinin-4 [Bos taurus]                                                             | ACTN4           |
| NP_001180177.1 | alpha-centractin [Bos taurus]                                                            | ACTR1A          |
| NP_001069534.1 | adenosine kinase [Bos taurus]                                                            | ADK             |
| NP_776314.1    | adenylate kinase 2, mitochondrial [Bos taurus]                                           | AK2             |
| NP_001107554.1 | angiotensinogen precursor [Bos taurus]                                                   | AGT             |
| NP_001029487.1 | adenosylhomocysteinase [Bos taurus]                                                      | AHCY            |
| NP_776409.1    | alpha-2-HS-glycoprotein precursor [Bos taurus]                                           | AHSG            |
| NP_776314.1    | adenylate kinase 2, mitochondrial [Bos taurus] (NP_776314.1)                             | AK2             |
| NP_001069981.1 | alcohol dehydrogenase [NADP(+)] [Bos taurus] (NP_001069981.1)                            | AKR1A1          |
| DAA32096.1     | TPA: aldo-keto reductase family 7, member A2, partial [Bos taurus]                       | AKR7A2          |

|                |                                                                                                         |          |
|----------------|---------------------------------------------------------------------------------------------------------|----------|
| NP_776565.1    | pigment epithelium-derived factor precursor [Bos taurus]                                                | SERPINF1 |
| XP_010819218.1 | LOW QUALITY PROTEIN: protein SET-like [Bos taurus]                                                      | SET      |
| NP_001033119.1 | small glutamine-rich tetratricopeptide repeat-containing protein alpha [Bos taurus]                     | SGTA     |
| NP_001029454.1 | serine hydroxymethyltransferase, mitochondrial precursor [Bos taurus]                                   | SHMT2    |
| NP_001069276.1 | nucleotide exchange factor SIL1 precursor [Bos taurus]                                                  | SIL1     |
| XP_003587518.1 | mitochondrial dicarboxylate carrier [Bos taurus]                                                        | SLC25A10 |
| ABQ12913.1     | solute carrier family 25 (mitochondrial carrier; oxoglutarate carrier), member 11, partial [Bos taurus] | SLC25A11 |
| NP_777082.1    | Cluster of phosphate carrier protein, mitochondrial precursor [Bos taurus] (NP_777082.1)                | SLC25A3  |
| NP_777085.1    | ADP/ATP translocase 3 [Bos taurus] (NP_777085.1)                                                        | SLC25A6  |
| NP_991353.1    | staphylococcal nuclease domain-containing protein 1 [Bos taurus] (NP_991353.1)                          | SND1     |
| NP_001092418.1 | U2 small nuclear ribonucleoprotein A' [Bos taurus]                                                      | SNRPA1   |
| AAA30655.1     | manganous superoxide dismutase, partial [Bos taurus]                                                    | SOD2     |
| ABI79460.1     | sepiapterin reductase isoform 2 [Bos taurus]                                                            | SPR      |
| NP_788838.1    | lupus La protein homolog [Bos taurus] (NP_788838.1)                                                     | SSB      |
| NP_001095396.1 | hsc70-interacting protein [Bos taurus]                                                                  | ST13     |
| NP_991375.1    | CMP-N-acetylneuraminate-beta-galactosamide-alpha-2,3-sialyltransferase 4 precursor [Bos taurus]         | ST3GAL4  |
| NP_001033157.1 | stomatin-like protein 2, mitochondrial [Bos taurus]                                                     | STOML2   |
| NP_001030254.1 | succinate--CoA ligase [ADP/GDP-forming] subunit alpha, mitochondrial precursor [Bos taurus]             | SUCLG1   |
| NP_001029811.1 | succinate--CoA ligase [GDP-forming] subunit beta, mitochondrial precursor [Bos taurus] (NP_001029811.1) | SUCLG2   |
| AAB20668.1     | beta 2 glycoprotein I [cattle, Peptide, 326 aa]                                                         | SVEP1    |
| NP_001013617.1 | transgelin-2 [Bos taurus]                                                                               | TAGLN2   |
| NP_001030360.2 | transaldolase [Bos taurus] (NP_001030360.2)                                                             | TALDO1   |
| ABS45051.1     | transketolase [Bos taurus]                                                                              | TKT      |
| NP_001192357.3 | talin-1 [Bos taurus]                                                                                    | TLN1     |
| NP_001033652.1 | transmembrane emp24 domain-containing protein 1 precursor [Bos taurus]                                  | TMED1    |
| NP_001153290.1 | transmembrane emp24 domain-containing protein 2 precursor [Bos taurus]                                  | TMED2    |
| NP_001068906.1 | mitochondrial import receptor subunit TOM40 homolog [Bos taurus]                                        | TOMM40   |
| NP_001013607.1 | triosephosphate isomerase [Bos taurus] (NP_001013607.1)                                                 | TPI1     |
| XP_005208569.1 | tropomyosin alpha-4 chain isoform X3 [Bos taurus] (XP_005208569.1)                                      | TPM4     |
| NP_776632.1    | Cluster of elongation factor Tu, mitochondrial precursor [Bos taurus] (NP_776632.1)                     | TUFM     |
| DAA15792.1     | CTPA: thioredoxin-like 1 [Bos taurus]                                                                   | TXNL1    |
| AAA30434.1     | cathepsin B, partial [Bos taurus] (AAA30434.1)                                                          | TYRP1    |
| NP_001095947.1 | ubiquitin-like modifier-activating enzyme 1 [Bos taurus] (NP_001095947.1)                               | UBA1     |
| NP_001039637.1 | ubiquitin carboxyl-terminal hydrolase isozyme L1 [Bos taurus]                                           | UCHL1    |
| AAI04501.1     | UQCRC1 protein, partial [Bos taurus]                                                                    | UQCRC1   |
| NP_777055.1    | cytochrome b-c1 complex subunit 2, mitochondrial precursor [Bos taurus]                                 | UQCRC2   |
| NP_001179194.2 | synaptic vesicle membrane protein VAT-1 homolog [Bos taurus]                                            | VAT1     |
| NP_001178299.1 | vinculin [Bos taurus]                                                                                   | VCL      |
| NP_777219.2    | 14-3-3 protein beta/alpha [Bos taurus]                                                                  | YWHAB    |
| NP_776916.1    | 14-3-3 protein epsilon [Bos taurus]                                                                     | YWHAE    |
| NP_777218.2    | 14-3-3 protein gamma [Bos taurus]                                                                       | YWHAG    |
| NP_776917.2    | 14-3-3 protein eta [Bos taurus] (NP_776917.2)                                                           | YWHAH    |
| NP_777239.1    | 14-3-3 protein zeta/delta [Bos taurus]                                                                  | YWHAZ    |

# Supplementary material for: Protein Cargo of Extracellular Vesicles From Bovine Follicular Fluid and Analysis of Their Origin From Different Ovarian Cells
**Source:** Front Vet Sci. 2020 Nov 4;7:584948. doi: 10.3389/fvets.2020.584948
**Supplement:** Supplementary Table 3 — Gene Ontology terms in ffEV-unique, common ffEV-GC, and GC-unique protein lists.

### Supplementary data S3.

#### FunRich analysis of GO terms (charts) in proteins

#### identified in GC, ff-EV and common to both GC and ff-EV

| Cellular component               | % of proteins |             |            |
|----------------------------------|---------------|-------------|------------|
|                                  | GC            | GC-EV       | EV         |
| Exosomes                         | 55,60165975   | 70,83333333 | 52,1008403 |
| Cytoplasm                        | 57,67634855   | 58,33333333 | 45,3781513 |
| Cytosol                          | 17,42738589   | 20,2380952  | 44,5378151 |
| Nucleolus                        | 14,93775934   | 23,2142857  | 42,0168067 |
| Centrosome                       | 21,99170124   | 20,2380952  | 37,8151261 |
| Ribosome                         | 1,659751037   | 8,33333333  | 34,4537815 |
| Nucleus                          | 39,00414938   | 41,66666667 | 30,2521008 |
| Lysosome                         | 61,82572614   | 63,0952381  | 27,7310924 |
| Plasma membrane                  | 15,76763485   | 30,3571429  | 19,3277311 |
| Extracellular                    | 19,50207469   | 31,547619   | 17,6470588 |
| Mitochondrion                    | 42,73858921   | 33,3333333  | 16,8067227 |
| Cytosolic large ribosomal subu   | 0             | 1,78571429  | 15,9663866 |
| Endoplasmic reticulum            | 14,52282158   | 30,3571429  | 15,9663866 |
| Golgi aparatus                   | 5,394190871   | 17,8571429  | 14,2857143 |
| Cytosolic small ribosomal subu   | 0             | 5,35714286  | 13,4453782 |
| Extracellular region             | 5,809128631   | 15,4761905  | 8,40336134 |
| Membrane                         | 4,979253112   | 15,4761905  | 8,40336134 |
| Ribonucleoprotein complex        | 1,659751037   | 5,95238095  | 7,56302521 |
| Cytoskeleton                     | 8,298755187   | 15,4761905  | 7,56302521 |
| Endosome                         | 0,829875519   | 7,14285714  | 5,88235294 |
| Integral to membrane             | 2,904564315   | 9,52380952  | 5,04201681 |
| Extracellular space              | 3,319502075   | 10,7142857  | 5,04201681 |
| Small ribosomal subunit          | 0             | 0,5952381   | 5,04201681 |
| Integral to plasma membrane      | 2,489626556   | 2,97619048  | 4,20168067 |
| Perinuclear region of cytoplasn  | 2,489626556   | 3,57142857  | 3,36134454 |
| Eukaryotic translation initiatio | 0             | 0           | 2,5210084  |
| Early endosome                   | 0,414937759   | 1,78571429  | 2,5210084  |
| Microsome                        | 1,244813278   | 1,78571429  | 2,5210084  |
| Cell surface                     | 2,489626556   | 5,95238095  | 2,5210084  |
| Extracellular matrix             | 0,414937759   | 3,57142857  | 2,5210084  |
| Membrane fraction                | 1,659751037   | 4,16666667  | 2,5210084  |
| Intracellular membrane-bound     | 1,244813278   | 1,19047619  | 2,5210084  |
| Myosin complex                   | 0             | 0           | 1,68067227 |
| Proteinaceous extracellular ma   | 0             | 0           | 1,68067227 |
| Endocytic vesicle membrane       | 0             | 0           | 1,68067227 |
| Nucleoplasm                      | 3,319502075   | 2,38095238  | 1,68067227 |
| Platelet alpha granule lumen     | 0,414937759   | 2,97619048  | 1,68067227 |
| Endoplasmic reticulum membr      | 0,829875519   | 4,16666667  | 1,68067227 |
| Cytoplasmic membrane-bound       | 0             | 0,5952381   | 1,68067227 |
| Actin cytoskeleton               | 1,659751037   | 1,19047619  | 1,68067227 |
| Coated pit                       | 0,414937759   | 0,5952381   | 1,68067227 |
| Clathrin-coated vesicle          | 0             | 0,5952381   | 1,68067227 |
| Integral to Golgi membrane       | 0             | 0           | 0,84033613 |
| Adherens junction                | 0             | 0           | 0,84033613 |

|                                 |             |            |   |
|---------------------------------|-------------|------------|---|
| Others                          | 1,244813278 | 0,5952381  | 0 |
| Basal part of cell              | 0           | 0,5952381  | 0 |
| Intermediate filament           | 0           | 0,5952381  | 0 |
| Paraspeckles                    | 0,414937759 | 0,5952381  | 0 |
| Ruffle membrane                 | 0           | 1,19047619 | 0 |
| Inclusion body                  | 0           | 0,5952381  | 0 |
| Nuclear speck                   | 0           | 0,5952381  | 0 |
| Low-density lipoprotein particl | 0           | 0,5952381  | 0 |
| Nuclear pore                    | 0,414937759 | 0,5952381  | 0 |
| Recycling endosome              | 0           | 0,5952381  | 0 |
| Nuclear envelope                | 0,829875519 | 0,5952381  | 0 |
| Neuromuscular junction          | 0           | 0,5952381  | 0 |
| Focal adhesion                  | 0,829875519 | 0,5952381  | 0 |

| Molecular function                | % of proteins |            |            |
|-----------------------------------|---------------|------------|------------|
|                                   | GC            | GC-EV      | EV         |
| Catalytic activity                | 17,07317073   | 4,73372781 | 0,81967213 |
| Molecular function unknown        | 10,16260163   | 11,8343195 | 12,295082  |
| Oxidoreductase activity           | 7,723577236   | 1,77514793 | 0          |
| Ubiquitin-specific protease acti  | 6,097560976   | 2,95857988 | 0,81967213 |
| Transporter activity              | 4,471544715   | 8,28402367 | 4,91803279 |
| Chaperone activity                | 4,471544715   | 7,10059172 | 0,81967213 |
| Hydrolase activity                | 4,06504065    | 0,59171598 | 0          |
| Receptor signaling complex sca    | 2,845528455   | 0,59171598 | 2,45901639 |
| Ligase activity                   | 2,845528455   | 0          | 0,81967213 |
| Isomerase activity                | 2,43902439    | 1,77514793 | 0          |
| RNA binding                       | 2,032520325   | 2,36686391 | 5,73770492 |
| Auxiliary transport protein acti  | 2,032520325   | 1,18343195 | 4,09836066 |
| Transcription regulator activity  | 2,032520325   | 0          | 1,63934426 |
| GTPase activity                   | 2,032520325   | 5,91715976 | 1,63934426 |
| Structural constituent of cytosl  | 1,62601626    | 1,77514793 | 0,81967213 |
| Acyltransferase activity          | 1,62601626    | 0          | 0          |
| Translation regulator activity    | 1,219512195   | 1,77514793 | 1,63934426 |
| Peroxidase activity               | 1,219512195   | 1,77514793 | 0          |
| Glutathione transferase activit   | 1,219512195   | 1,77514793 | 0          |
| Cytoskeletal protein binding      | 1,219512195   | 1,18343195 | 0          |
| ATPase activity                   | 0,81300813    | 1,77514793 | 2,45901639 |
| Protease inhibitor activity       | 0,81300813    | 2,36686391 | 1,63934426 |
| Serine-type peptidase activity    | 0,81300813    | 1,18343195 | 0,81967213 |
| DNA binding                       | 0,81300813    | 1,18343195 | 0,81967213 |
| Transferase activity, transferrir | 0,81300813    | 0          | 0          |
| Transaminase activity             | 0,81300813    | 0,59171598 | 0          |
| Ribonucleoprotein                 | 0,81300813    | 0          | 0          |
| Protein serine/threonine phos     | 0,81300813    | 0          | 0          |
| Peptide hormone                   | 0,81300813    | 0          | 0          |
| Lyase activity                    | 0,81300813    | 0          | 0          |
| Cysteine-type peptidase activit   | 0,81300813    | 0          | 0          |
| Cell adhesion molecule activity   | 0,81300813    | 1,77514793 | 0          |
| Structural molecule activity      | 0,406504065   | 0,59171598 | 2,45901639 |
| Complement activity               | 0,406504065   | 2,95857988 | 2,45901639 |

|                                |   |            |   |
|--------------------------------|---|------------|---|
| Motor activity                 | 0 | 0,59171598 | 0 |
| Glucosidase activity           | 0 | 0,59171598 | 0 |
| Galactosyltransferase activity | 0 | 1,18343195 | 0 |
| Aspartic-type signal peptidase | 0 | 0,59171598 | 0 |

| Biological process             | % of proteins |            |            |
|--------------------------------|---------------|------------|------------|
|                                | GC            | GC-EV      | EV         |
| Protein metabolism             | 41,80327869   | 14,6341463 | 30,7692308 |
| Transport                      | 14,75409836   | 6,91056911 | 11,8343195 |
| Cell communication             | 10,6557377    | 12,195122  | 16,5680473 |
| Signal transduction            | 10,6557377    | 13,4146341 | 15,9763314 |
| Regulation of nucleobase, nucl | 9,016393443   | 7,31707317 | 4,14201183 |
| Biological_process unknown     | 8,196721311   | 7,31707317 | 8,28402367 |
| Immune response                | 6,557377049   | 0,81300813 | 4,73372781 |
| Cell growth and/or maintenanc  | 6,557377049   | 4,87804878 | 6,50887574 |
| Metabolism                     | 2,459016393   | 42,2764228 | 14,7928994 |
| Energy pathways                | 2,459016393   | 42,6829268 | 14,7928994 |
| Apoptosis                      | 1,639344262   | 0,81300813 | 0          |
| Cell cycle                     | 0,819672131   | 0          | 0          |
| Development                    | 0             | 0,40650407 | 0          |
| Regulation of cell cycle       | 0             | 0,81300813 | 0          |
| Proteolysis and peptidolysis   | 0             | 0,40650407 | 0          |
| Xenobiotic metabolism          | 0             | 0,40650407 | 0          |
| DNA repair                     | 0             | 0,40650407 | 0          |
| Purine salvage                 | 0             | 0,40650407 | 0          |
| Complement activation          | 0             | 0,40650407 | 0          |
| Regulation of immune respons   | 0             | 0,40650407 | 0          |
| Cell activation                | 0             | 0          | 0,59171598 |
| Regulation of gene expression, | 0             | 0          | 0,59171598 |
| Cell proliferation             | 0             | 0,40650407 | 0,59171598 |
| Cell differentiation           | 0             | 0          | 0,59171598 |
| Protein folding                | 0             | 0,81300813 | 1,18343195 |
| Lipid metabolism               | 0             | 0          | 0,59171598 |
| Anti-apoptosis                 | 0             | 0,40650407 | 0,59171598 |
| Immune cell migration          | 0             | 0          | 0,59171598 |
| Cell adhesion                  | 0             | 0          | 0,59171598 |
| Carbohydrate metabolism        | 0             | 0          | 0,59171598 |

| Biological pathway                | % of proteins |            |            |
|-----------------------------------|---------------|------------|------------|
|                                   | GC            | GC-EV      | EV         |
| Developmental Biology             | 3,488372093   | 15,2380952 | 58,1395349 |
| Gene Expression                   | 3,488372093   | 15,2380952 | 56,9767442 |
| Metabolism of proteins            | 5,23255814    | 25,7142857 | 55,8139535 |
| Translation                       | 0,581395349   | 12,3809524 | 53,4883721 |
| Metabolism                        | 39,53488372   | 26,6666667 | 52,3255814 |
| L13a-mediated translational sil   | 0,581395349   | 10,4761905 | 52,3255814 |
| GTP hydrolysis and joining of tl  | 0,581395349   | 10,4761905 | 52,3255814 |
| Cap-dependent Translation Init    | 0,581395349   | 10,4761905 | 52,3255814 |
| Integrin family cell surface inte | 16,27906977   | 32,3809524 | 19,7674419 |
| Beta1 integrin cell surface inte  | 15,69767442   | 31,4285714 | 19,7674419 |

|                                  |   |            |   |
|----------------------------------|---|------------|---|
| IL23-mediated signaling events   | 0 | 0,95238095 | 0 |
| Formation of HIV-1 elongation    | 0 | 0,95238095 | 0 |
| RNA Polymerase II HIV-1 Promi    | 0 | 0,95238095 | 0 |
| Wnt                              | 0 | 0,95238095 | 0 |
| Activation of Rac                | 0 | 0,95238095 | 0 |
| Post-chaperonin tubulin folding  | 0 | 0,95238095 | 0 |
| Gamma-carboxylation, transpo     | 0 | 0,95238095 | 0 |
| E-cadherin signaling in keratinc | 0 | 0,95238095 | 0 |
| Regulatory RNA pathways          | 0 | 0,95238095 | 0 |
| Gamma-carboxylation of prote     | 0 | 0,95238095 | 0 |
| Validated nuclear estrogen rec   | 0 | 0,95238095 | 0 |
| ABC-family proteins mediated i   | 0 | 0,95238095 | 0 |
| DSCAM interactions               | 0 | 0,95238095 | 0 |
| Sema4D mediated inhibition of    | 0 | 0,95238095 | 0 |
| Aurora A signaling               | 0 | 0,95238095 | 0 |
| CD40/CD40L signaling             | 0 | 0,95238095 | 0 |
| Canonical NF-kappaB pathway      | 0 | 0,95238095 | 0 |
| RNA Polymerase II Pre-transcri   | 0 | 0,95238095 | 0 |
| Formation of the Early Elongati  | 0 | 0,95238095 | 0 |
| RNA Polymerase II Transcriptio   | 0 | 0,95238095 | 0 |
| Metal ion SLC transporters       | 0 | 0,95238095 | 0 |
| Type I hemidesmosome assem       | 0 | 0,95238095 | 0 |
| Alpha6 beta4 integrin-ligand in  | 0 | 0,95238095 | 0 |
| Alternative complement activa    | 0 | 0,95238095 | 0 |
| Other semaphorin interactions    | 0 | 0,95238095 | 0 |
| Signaling events mediated by I   | 0 | 0,95238095 | 0 |
| Dual incision reaction in GG-NE  | 0 | 0,95238095 | 0 |
| RNA Pol II CTD phosphorylatio    | 0 | 0,95238095 | 0 |
| heme degradation                 | 0 | 0,95238095 | 0 |
| mRNA Capping                     | 0 | 0,95238095 | 0 |
| acetone degradation I (to metf   | 0 | 0,95238095 | 0 |
| glutamate degradation II         | 0 | 0,95238095 | 0 |
| a4b7 Integrin signaling          | 0 | 0,95238095 | 0 |
| TCR signaling in na&#xef;ve CD   | 0 | 0,95238095 | 0 |
| MicroRNA (miRNA) Biogenesis      | 0 | 0,95238095 | 0 |
| The NLRP3 inflammasome           | 0 | 0,95238095 | 0 |
| EPHA2 forward signaling          | 0 | 0,95238095 | 0 |
| GPVI-mediated activation casc    | 0 | 0,95238095 | 0 |
| Formation of RNA Pol II elonga   | 0 | 0,95238095 | 0 |
| Inflammasomes                    | 0 | 0,95238095 | 0 |

# Supplementary material for: Protein Cargo of Extracellular Vesicles From Bovine Follicular Fluid and Analysis of Their Origin From Different Ovarian Cells
**Source:** Front Vet Sci. 2020 Nov 4;7:584948. doi: 10.3389/fvets.2020.584948
**Supplement:** Supplementary Table 4 — Enrichment Analysis of GO terms of ffEV proteins using DAVID.

**Supplementary Table S4. Enrichment Analysis of GO terms of ffEV proteins using DAVID**

# Supplementary material for: Protein Cargo of Extracellular Vesicles From Bovine Follicular Fluid and Analysis of Their Origin From Different Ovarian Cells
**Source:** Front Vet Sci. 2020 Nov 4;7:584948. doi: 10.3389/fvets.2020.584948
**Supplement:** Supplementary Table 5 — Gene expression analysis of ffEV proteins in follicular cells.

## Supplementary data Table S5

Differential analysis of expression of the genes coding for the proteins identified in EV from  
FF, in bovine follicular cells

Correction post-hoc : Benjamini-Hochberg, Tukey test pair-by-pir

| Genes    | p-value | Significance | TH           | GR           | CC           | Oo           |
|----------|---------|--------------|--------------|--------------|--------------|--------------|
| A2M      | 0,000   | yes          | 65,466 (b)   | 3,266 (a)    | 2,098 (a)    | 0,260 (a)    |
| ACTL7A   | 0,000   | yes          | 0,438 (b)    | 0,519 (b)    | 0,512 (b)    | 0,218 (a)    |
| ADPGK    | 0,000   | yes          | 31,081 (b)   | 54,929 (c)   | 169,217 (d)  | 2,840 (a)    |
| AKR1B1   | 0,000   | yes          | 247,502 (a)  | 464,639 (ab) | 700,606 (b)  | 1424 (c)     |
| ALB      | 0,008   | yes          | 0,501 (b)    | 0,581 (b)    | 0,482 (ab)   | 0,325 (a)    |
| ALDH1L2  | 0,000   | yes          | 2,378 (a)    | 2,247 (a)    | 8,040 (b)    | 9,843 (c)    |
| ANXA2    | 0,000   | yes          | 436,571 (b)  | 195,417 (a)  | 85,542 (a)   | 59,117 (a)   |
| ANXA4    | 0,000   | yes          | 70,638 (c)   | 46,905 (b)   | 74,670 (c)   | 3,633 (a)    |
| ANXA5    | 0,000   | yes          | 169,587 (b)  | 64,802 (a)   | 68,781 (a)   | 24,884 (a)   |
| ANXA6    | 0,003   | yes          | 261,764 (b)  | 183,841 (ab) | 269,382 (b)  | 31,290 (a)   |
| AP2A1    | 0,155   | no           | 2,503 (a)    | 1,941 (a)    | 2,148 (a)    | 0,802 (a)    |
| AP2B1    | 0,006   | yes          | 1,095 (a)    | 1,112 (a)    | 1,324 (ab)   | 1,658 (b)    |
| APMAP    | 0,000   | yes          | 8,963 (b)    | 12,230 (b)   | 23,661 (c)   | 1,428 (a)    |
| APOA1    | 0,000   | yes          | 2400 (b)     | 644,318 (a)  | 658,087 (a)  | 4,217 (a)    |
| APOA4    | 0,000   | yes          | 0,513 (a)    | 0,648 (a)    | 0,573 (a)    | 1,900 (b)    |
| APOE     | 0,000   | yes          | 565,884 (b)  | 447,998 (b)  | 297,803 (b)  | 1,740 (a)    |
| ATP1A1   | 0,051   | no           | 15,736 (a)   | 16,332 (a)   | 30,850 (a)   | 22,919 (a)   |
| ATP6V0D1 | 0,001   | yes          | 278,325 (c)  | 155,328 (ab) | 130,638 (a)  | 236,164 (bc) |
| ATP6V1E1 | 0,038   | yes          | 84,153 (a)   | 129,148 (ab) | 150,812 (ab) | 174,107 (b)  |
| ATP7A    | 0,000   | yes          | 0,889 (a)    | 3,509 (b)    | 3,238 (b)    | 0,667 (a)    |
| B4GALT4  | 0,001   | yes          | 12,760 (ab)  | 24,661 (bc)  | 29,095 (c)   | 5,509 (a)    |
| BLVRA    | 0,000   | yes          | 25,940 (a)   | 75,982 (b)   | 130,174 (c)  | 1,068 (a)    |
| BSG      | 0,219   | no           | 30,547 (a)   | 10,957 (a)   | 15,889 (a)   | 1,855 (a)    |
| C1QB     | 0,000   | yes          | 45,613 (b)   | 5,565 (a)    | 4,895 (a)    | 0,242 (a)    |
| C1QB     | 0,000   | yes          | 45,613 (b)   | 5,565 (a)    | 4,895 (a)    | 0,242 (a)    |
| C3       | 0,000   | yes          | 0,580 (b)    | 0,714 (b)    | 1,800 (c)    | 0,210 (a)    |
| C5       | 0,000   | yes          | 0,787 (a)    | 0,604 (a)    | 0,494 (a)    | 14,175 (b)   |
| C8G      | 0,000   | yes          | 11,498 (b)   | 9,517 (b)    | 13,900 (b)   | 1,867 (a)    |
| C9       | 0,000   | yes          | 0,561 (c)    | 0,468 (bc)   | 0,439 (b)    | 0,228 (a)    |
| CAD      | 0,000   | yes          | 80,696 (b)   | 100,093 (b)  | 162,020 (c)  | 4,871 (a)    |
| CALR     | 0,001   | yes          | 896,312 (bc) | 801,220 (ab) | 1283 (c)     | 420,413 (a)  |
| CAMTA1   | 0,000   | yes          | 2,151 (a)    | 2,482 (a)    | 4,958 (b)    | 21,723 (c)   |
| CANX     | 0,003   | yes          | 234,081 (ab) | 233,852 (ab) | 318,600 (b)  | 153,760 (a)  |
| CCT8     | 0,000   | yes          | 154,748 (a)  | 169,511 (a)  | 187,311 (a)  | 540,190 (b)  |
| CD81     | 0,231   | no           | 66,963 (a)   | 13,256 (a)   | 18,177 (a)   | 22,398 (a)   |
| CD9      | 0,000   | yes          | 62,285 (b)   | 25,507 (a)   | 16,167 (a)   | 14,785 (a)   |
| CFH      | 0,000   | yes          | 129,535 (b)  | 4,948 (a)    | 0,507 (a)    | 0,225 (a)    |
| CFI      | 0,024   | yes          | 4,435 (b)    | 0,943 (a)    | 0,637 (a)    | 1,173 (ab)   |
| CGN1     | 0,000   | yes          | 0,456 (a)    | 0,577 (a)    | 0,527 (a)    | 1,246 (b)    |
| CHID1    | 0,000   | yes          | 259,347 (b)  | 219,999 (b)  | 244,356 (b)  | 52,224 (a)   |
| CKAP4    | 0,025   | yes          | 531,340 (ab) | 674,865 (ab) | 792,857 (b)  | 383,658 (a)  |
| CLINT1   | 0,000   | yes          | 7,523 (a)    | 7,613 (a)    | 6,886 (a)    | 33,098 (b)   |
| CLTA     | 0,000   | yes          | 537,790 (a)  | 542,142 (a)  | 578,354 (a)  | 940,794 (b)  |

|          |       |     |             |             |             |              |
|----------|-------|-----|-------------|-------------|-------------|--------------|
| STOM     | 0,000 | yes | 17,297 (c)  | 5,242 (a)   | 5,770 (a)   | 10,913 (b)   |
| STRA6    | 0,000 | yes | 90,346 (a)  | 1164 (b)    | 2488 (c)    | 23,725 (a)   |
| STX6     | 0,000 | yes | 11,682 (a)  | 16,320 (a)  | 13,840 (a)  | 87,541 (b)   |
| STX7     | 0,000 | yes | 23,188 (a)  | 32,050 (a)  | 33,949 (a)  | 90,033 (b)   |
| TERT     | 0,003 | yes | 0,420 (b)   | 0,494 (b)   | 0,464 (b)   | 0,284 (a)    |
| TF       | 0,000 | yes | 20,355 (c)  | 2,374 (a)   | 0,843 (a)   | 10,709 (b)   |
| TFRC     | 0,000 | yes | 1,731 (a)   | 3,302 (b)   | 4,608 (c)   | 6,180 (d)    |
| TLL2     | 0,000 | yes | 1,053 (a)   | 14,776 (b)  | 37,259 (c)  | 0,419 (a)    |
| TMED10   | 0,000 | yes | 28,987 (b)  | 26,326 (b)  | 25,493 (b)  | 9,477 (a)    |
| TMED4    | 0,000 | yes | 105,228 (a) | 168,937 (b) | 252,961 (c) | 113,434 (ab) |
| TMED7    | 0,000 | yes | 16,119 (a)  | 12,712 (a)  | 14,272 (a)  | 52,639 (b)   |
| TMEM109  | 0,000 | yes | 57,243 (a)  | 24,254 (a)  | 32,658 (a)  | 377,463 (b)  |
| TMEM14C  | 0,000 | yes | 105,826 (a) | 71,034 (a)  | 73,712 (a)  | 342,313 (b)  |
| TMEM167A | 0,000 | yes | 8,256 (a)   | 12,082 (a)  | 12,039 (a)  | 60,437 (b)   |
| TRA2B    | 0,000 | yes | 30,341 (b)  | 42,842 (b)  | 48,274 (b)  | 3,487 (a)    |
| TTR      | 0,011 | yes | 2,191 (ab)  | 1,356 (ab)  | 0,792 (a)   | 2,928 (b)    |
| TUBA1C   | 0,000 | yes | 122,269 (a) | 278,316 (a) | 282,515 (a) | 2021 (b)     |
| UGGT1    | 0,002 | yes | 1,551 (ab)  | 2,302 (bc)  | 2,387 (c)   | 1,204 (a)    |
| VCP      | 0,002 | yes | 90,626 (a)  | 104,015 (a) | 174,951 (b) | 63,306 (a)   |
| VDAC1    | 0,526 | no  | 276,849 (a) | 256,657 (a) | 304,975 (a) | 258,025 (a)  |
| VDAC2    | 0,000 | yes | 47,805 (a)  | 51,748 (a)  | 93,724 (b)  | 32,639 (a)   |
| VIM      | 0,000 | yes | 730,037 (b) | 913,989 (b) | 1235 (c)    | 7,346 (a)    |
| VTN      | 0,001 | yes | 0,381 (b)   | 0,470 (b)   | 0,462 (b)   | 0,208 (a)    |
| YWHAQ    | 0,252 | no  | 283,443 (a) | 347,164 (a) | 353,980 (a) | 310,860 (a)  |

How the deposited data were processed for this re-analysis (not part of the article)

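Gene expression was measured on 20 arrays, 4 each of TH, GC, CC, oocytes, and CC after 4 h of in vitro maturation (IVM), from 3 to 6 mm follicles. The comparison of cell types used the 16 arrays of TH, GC, CC, and oocytes, as in the paper. The 4 arrays of CC after IVM, which the paper does not report on, were compared with the 4 CC arrays in a separate fit of these 8 arrays. Samples were assigned to their groups from their titles in the repository and the groups named in the paper. The genes studied were those of Table S5, and the list was used in full.

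For each array the authors deposited the Feature Extraction output (version 10.7.3.1, probes annotated on UMD 3.1), in which intensity is given per spot as mean and median pixel signal, local background, and a processed signal after background subtraction and detrending, without normalization between arrays. They also deposited 1 table of processed log2 values for the 20 arrays. Set against the scanner values, each column of that table was log2 of the median pixel signal of the same array minus the array's median, within 5.0e-09, so the background was not subtracted in it and each column has a median of 0. The authors' files also carry marks of 0 or 1 for signal well above background, saturation, and outliers. How the deposited table was made is not given in the sources used here beyond this.

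From these files, control spots and outlier-marked spots were left out, the 75th percentile of log2 processed signal over all non-control probes was subtracted from each array, and the median over all spots of a gene was taken. The percentile was taken over all probes because most of them were well above background on the median array. Of the 61325 probes, 9779 had no gene name in the files and kept the transcript name of the array. This made 22563 genes or transcripts. By accession, 734 of the 9779 matched a symbol in the reference table of RefSeq genes, which was not used to group probes. Models were fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3 with data.table 1.17.8, and p-values were adjusted by Benjamini–Hochberg over all 22563 genes and, beside that, over the list alone. Tables and figures were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, and matplotlib 3.10.9. The contrasts were the F-test over the 4 cell types, the oocyte against the mean of TH, GC, and CC, each cell type against the mean of the others, all pairs of cell types, and CC after IVM against CC. A gene well above background on fewer than 3 of the 4 arrays of a dimmer group was given only a bound, the mean of the brighter group over all its arrays against, per array of each such group, the higher of the lowest signal well above background and the measured value. An adjusted p printed beside a bound belongs to the measured contrast, which includes values below background, and the bound itself was not tested. The ribosomal genes were tested as a set with camera (preset correlation 0.01), fry, and camera with the estimated correlation.

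The fits were tested on simulated data for the 22563 genes with 200 genes changed by a known log2 amount. At a change of 2, the F-test recovered 76.5% with 11 unchanged genes called, the contrast of the oocyte 87.0% with 10, and the comparison of CC after IVM with CC 75.5% with 4. At a change of 1, that last comparison recovered 0% of the 200 genes. The number of arrays limits the precision, and on oocyte replicate 2 fewer probes were well above background (49.4%).

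The genes that the paper names with their expression in the text, Fig. 6, or Fig. 7 were reported, apart from some that are not reported here, with IFSF8, HSDA7B1, and PTFRGN read as IGSF8, HSD17B1, and PTGFRN, calreticulin as CALR, integrin 2 as ITGA2, and clustrin as CLU. Beside these, the text names the 5 genes of the list with the largest rise and the 5 with the largest fall in the oocyte among those past the threshold with all 4 oocyte arrays outside the range of the other 12, the 5 and 5 with the largest changes after IVM with no overlap between the groups, and marker genes of the cell types. The values of Table S5, Fig. 6, and Fig. 7 had been seen when this rule was written. Markers were used to check the labels. The theca markers CYP17A1, INSL3, COL1A1, COL1A2, and ACTA2 had their highest mean in TH, FSHR, CYP19A1, AMH, and INHBA had their highest means in CC and the next in GC, and GDF9, BMP15, ZP2, ZP3, ZP4, and NLRP5 had their highest mean in the oocyte. Of these, BMP15, ZP3, and NLRP5, above background on at least 3 arrays of every cell type, were higher there than in the somatic mean by 8.41, 8.32, and 11.29. Of the blood cell markers, PTPRC was above background on the 4 TH arrays only, and HBB on 4 TH arrays, 1 GC array, and 1 oocyte array.

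The alternatives set before the data were examined were quantile normalization, the array median, a percentile over probes detected on all arrays, normexp background correction (offset 50), the deposited log2 table, the mean over probes and the brightest probe of a gene, a filter on dim genes, all 20 arrays in 1 fit, the replicate number or the slide as a block, arrayWeights, eBayes with trend and robust, each array left out in turn, the methods' analysis of variance, a difference of at least 2-fold, the list without its mitochondrial ribosomal gene, other thresholds for expression, and other linkages, distances, and numbers of clusters. Fits within each slide, the slide as a random block for CC after IVM, the median over spots on the linear scale, and the brightest spot of the deposited table were added after seeing the data. Protein lists of ffEVs and GC were compared by the share of their genes above background in GC. The comparison of mean GC levels between these lists, which had been intended, was left out because the levels of different probes cannot be set against each other. An alternative without saturated probes was not run because 0 spots were saturated.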

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

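The comparison of single arrays under quantile normalization, the dilution estimate for GPX1, and the look at genes below background after IVM were chosen only after the results were seen.

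A single array was set apart when its gap to the nearest other array of its group, divided by the range of the group, was above Dixon's 95% critical value for 4 arrays. This was found in 13 of the 271 groups tested, and chance gives about 1 in 20 groups, or 13.6, so the number as a whole is consistent with chance. TH replicate 4 was high in RPS9 (6.70, the others 4.53 to 4.74), SCAMP3 (3.38, the others 2.89 to 2.90), and RPL7 (4.80, the others 4.49 to 4.51). Oocyte replicate 2 was low in ZP2 (4.89, the others 5.36 to 5.44) and ZP3 (4.57, the others 5.11 to 5.14), replicate 1 was low in MLEC (1.49, the others 2.01 to 2.12), and replicate 3 was high in HSPA8 (4.47, the others 4.28 to 4.30). In CC, replicate 2 was high in HSD17B1 (6.81, the others 5.78 to 5.89) and low in PRKAG3 (0.30, the others 1.11 to 1.18), and replicate 3 was low in GSTA5 (0.40, the others 1.05 to 1.18). In GC, replicate 1 was high in IFITM3 (6.85, the others 5.58 to 5.78), replicate 2 was low in GPX1 (6.53, the others 7.36 to 7.40), and replicate 4 was low in ITGA2 (−2.94, the others −2.64 to −2.59).

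Array scaling was tested as an explanation. Under quantile normalization 6 of the 13 gaps stayed above the critical value (RPS9, SCAMP3, RPL7, HSD17B1, PRKAG3, and GSTA5), which scaling does not explain. The other 7 no longer did, and whether scaling made them cannot be told, because quantile normalization also changes the spread of a group. For GPX1, dilution of GC replicate 2 by RNA of theca-layer cells would change its value by −0.13, against a measured gap of −0.85 to the mean of the others, so dilution does not explain it. No biological explanation was tested for single arrays.

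The paper does not report on CC after IVM, and differences from CC appeared there. By limma on the 8 arrays, 6828 genes were higher and 3505 lower after 4 h of IVM, against 12431 genes under an unadjusted p of 0.05. In 9920 genes the groups did not overlap, and chance alone gives 2.86% of 22563 genes. In the ffEV list, 85 genes were higher and 26 lower, and 103 were called when adjusted over the list alone. Of the 35 ways to split the 8 arrays into groups of 4, only 1, the real one, gave as many calls (10333, with 9 at most in any other). Among the largest rises were those of at least 99.7-fold for CYP3A74 (transcript ENSBTAT00000063483, adjusted p = 8e-06), at least 246-fold for SERPINA11 (adjusted p = 1e-05) and at least 160-fold for HAS2 (adjusted p = 3.3e-06), of which SERPINA11 and HAS2 were above background on 2 CC arrays and CYP3A74 on 0, and log2 differences of 8.07 for PLK2 (standard error 0.22, adjusted p = 2.5e-07) and 7.73 for ST14. Among the largest falls were −5.24 for PRKAG3 (standard error 0.56, adjusted p = 0.00011), −4.99 for PNMAL1, −4.99 for MAT1A, and −4.89 for MAP3K5. FMNL1, above background on 1 array after IVM, was at least 14.9-fold lower.

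The balance of these changes depends on the scaling. The median over all genes was 0.37, and 0.01 under quantile normalization. Of the calls, 66.1% were rises, against 43.2% under quantile normalization and 83.3% after normexp, and in the ffEV list 76.6% were rises, against 45.3% under quantile normalization and 44.1% with the deposited values. The arrays after IVM were dimmer, with a median 75th percentile of 333 against 585 in CC. Of 4444 genes above background on none of the 8 arrays, 2759 were called higher and 5 lower (median 0.68), whereas of 11897 genes above background on all 8, 2687 were higher and 2684 lower (median 0.05). A background level that is higher relative to the scaling of dimmer arrays is consistent with the surplus of rises. All 4 arrays after IVM were on slide 3, which held no other group, so an effect of the slide cannot be told apart from IVM. Between slides 1 and 2 the median absolute log2 difference was 0.16 and 0 genes differed by limma, against a median absolute difference of 0.67 after IVM. A biological effect of IVM remains possible beside these 2759 genes below background, since HAS2 and PLK2 rose under every scaling.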

How the results depend on the processing

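The fits within each slide, the slide as a random block, and the brightest spot of the deposited values were chosen only after results were seen.

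Of 2075 values of named genes under the alternatives, 2045 kept their direction and call, 21 lost their call, 8 gained one, and 1 changed direction, FGB at −0.30 after normexp. Among alternatives fixed in advance 1802 of 1821 kept both, and among those added later 243 of 254. Of 66 contrasts of named genes, 57 kept both throughout. The cause of these changes was not tested.

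The median log2 difference of the ribosomal genes between oocyte and somatic cells (−2.68) was −1.93 under quantile normalization, −2.51 with the array median, −2.88 with the percentile over detected probes, −2.06 with the deposited values, and −1.94 with their brightest spot. Leaving out each array in turn it lay between −2.73 and −2.61. The set test (5.69e-17) gave p = 0.059 with the estimated correlation.

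Leaving out each array in turn gave 231 to 246 genes that differed among cell types, 51 to 58 higher and 169 to 177 lower in the oocyte, 25 to 28 higher in TH than in each other type, and 14 to 20 in CC. Within slide 1 and slide 2 there were 11 and 16 genes for TH, 1 and 1 for CC, and 0 and 0 for GC. The 1 gene of GC became 4 with arrayWeights and lay between 0 and 1 with an array left out, with 0 without GC replicate 1 or CC replicate 3. On linear values the cluster lowest in the oocyte held 66 genes, with 2 further clusters of 96 and 47 genes that also had their lowest mean there, and the cluster highest in the oocyte 83 under quantile normalization.

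For CC after IVM against CC, genes higher (6828) numbered 2754 under quantile normalization, 14720 after normexp, 4023 with dim genes left out, 4150 with the replicate block, 10325 with the slide as a random block (correlation −0.261), and 2957 at 2-fold or more. Leaving out an array gave 3711 to 7607, with 3711 without CC replicate 1, 3817 without CC replicate 3, and 4188 without CC_IVM replicate 4. Genes lower (3505) became 5317 with the brightest spot of the deposited values. In the list, genes higher (85) were 29 under quantile normalization, 52 with the deposited values, 46 with their brightest spot, 45 with the replicate block, 142 with the random block, 28 at 2-fold or more, and 37 to 97 with an array left out (37, 48, 45, and 56 without CC replicates 1 to 4). Genes lower in the list (26) were 66, 61, and 44 with the deposited values, their brightest spot, and the random block. Adjusted over the list alone (103), they were 56 under quantile normalization, 155 after normexp, 51 with the replicate block, 186 with the random block, and 47 to 126 with an array left out (50, 51, 47, and 47 without CC replicates 1 to 4).

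Replicate numbers were not taken to pair samples across cell types, because the correlation was not over 0.1 in every pair. Over 24 pairs with the same number, the correlation of deviations from the group mean had a median of 0.12 (−0.27 to 0.44, 13 over 0.1), against −0.03 in 24 pairs of other numbers on the same slide (9 over 0.1) and 0 in 48 pairs on different slides (11 over 0.1), and CC with CC after IVM gave −0.11, −0.20, −0.23, and −0.04. With the number as a block, 239 genes differed among cell types and 57 were higher and 175 lower in the oocyte. Probes saturated on any array could not be left out because there were 0, and the count above background rests on marks and was not repeated with arrays left out.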

Differences from the paper's values

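Of the settings named below, the brightest spot of the deposited values was chosen only after results were seen.

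Log2 differences were computed from the means of Table S5. In 242 of 267 lines these means lay within 3% of the deposited linear values of the spot with the highest mean. For the median over spots this held in 4 lines. Background-subtracted medians over spots were used here, so the differences below also reflect this difference in processing. Over all 50 named contrasts, 30 were further from the paper's value than the pooled SD of the replicates, and 25 of these were larger here. The tally takes measured values also where only a bound is given above. At their log2 bounds, C1QB (5.04, paper 4.60) and A2M (6.09, paper 5.75) would lie within the pooled SD. IGLL1 (1.44, paper 2.66) would be smaller than in the paper, while C5, PLG, C3, ITGA2, and CFI would still be larger by more than the SD. Each alternative was set against the paper only for genes shown singly in Fig. 6 or Fig. 7, and 5 of those compared differed. For HSPA8 the paper's largest difference was 0.72 and the value here 1.43. For SERPINE2 (GC and CC against TH and oocyte) they were 3.54 in the paper and 3.95 here. For the oocyte against the somatic mean, the paper's values were −1.60 for RPL7, −2.12 for RPL12, and −1.92 for RPL19, and those here −2.22, −3.01, and −2.77. Among the alternatives set before the data were examined, the deposited log2 values came within the paper's value for HSPA8 (0.65), SERPINE2 (3.55), RPL7 (−1.60), and RPL19 (−2.11), and quantile normalization for RPL19 (−1.76). No other did, and none did for RPL12. RPS6, where the paper's value and the value here were both −2.39, was at −1.72 with the deposited values and so differed. EIF3B was at 1.28 in the paper and 1.06 here. Among other settings, EIF3B differed under quantile normalization (1.01), normexp (0.44), the brightest probe (0.65), and the percentile over detected probes (0.86). With the array median (1.23) and the deposited values (1.20) EIF3B did not differ. The brightest spot of the deposited values, chosen after seeing the values, came within the paper's value for all 5 (0.71, 3.56, −1.63, −2.14, and −1.93), and it drops 2 of the 238 genes that the paper calls (FGG and SEC24C).

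Of the 238 genes marked in Table S5, 18 were not called here (ACTL7A, ALB, AP2B1, CLTA, DAD1, GAPDH, HP1BP3, HSPA6, ITIH2, M6PR, MPDU1, PRDX1, RAD54B, RPL10L, SEC61A1, SFRS9, TERT, and VTN), and 21 of the 28 others were called, among them HSPA8, AP2A1, RPS9, BSG, and RAN. Among the settings fixed in advance, the deposited values left 3 of the marked genes uncalled, arrayWeights 8, normexp 11, and leaving out oocyte replicate 2 left 14. VTN was called under each of these 4 settings, and AP2B1 under normexp.

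The paper describes HSPA8, ITGB1, HSP90B1, and EIF3A as alike in all cells, and their largest differences here were 1.43, 0.68, 1.04, and 1.67, all past the threshold, while AP2B1 (0.31) was not. It describes C8G in the same way, and its largest difference here was 3.63. The paper places MGP among genes higher in the oocyte, and the contrast here was −5.06, with the same sign in the means of Table S5. SCAMP2 was higher in the oocyte than in the somatic mean by 0.55 but not than in TH. GPX1, ITGA6, BLVRA, and CALR are described as higher in CC, and here CC could not be told apart from GC in them (adjusted p = 0.82, 0.93, 0.15, and 0.084), while MIF, IGSF8, ITGA2, HSD17B1, PTGFRN, CLU, and F2 were higher in CC than in GC. The paper places all ribosomal genes in the cluster of somatic genes, and here 56 of 57 were, with RPL10L in the cluster highest in TH. Of the named contrasts with a direction, 41 of 41 had the sign of Table S5, as had 248 of 266 genes of the list in the contrast of the oocyte.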

Other observations

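The tests of never-detected genes, of the limit of bright spots, of lists of like level, and of RNA from other cells were chosen only after results were seen.

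The grouping of the arrays was tested against other splits of the 16 arrays into groups of the same sizes. Of 100 splits, only 1, the real one, gave as many genes differing among cell types (241, with 0 at most in any other), only 1 as many genes differing between the oocyte and the rest in a fit of 2 groups (216, with 171 at most), and only 1 as many ribosomal genes lower in the oocyte (57, with 54 at most).

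For the lower ribosomal values in the oocyte, array scaling is not the explanation, since under the scaling that weakens them most the median was still −1.93. Nor is an upper limit of the signal, since the ribosomal median reached 15.63 on an oocyte array while 16.00 was the lowest somatic value and the brightest thousandth of probes began at 17.36 or above. Whether genes of the same level share the fall could not be decided. Levels of different probes cannot be set against each other, and the outcome changed with the level that was matched. Of 10000 lists of 57 other genes with a like level in TH, GC, and CC, 1848 had a median as low as the −2.68 of the ribosomal genes (median of lists −2.63, lowest −3.14), and under quantile normalization 2068 did. Genes selected for a high somatic level may fall in any other cell type for that reason alone, and when lists were matched on the mean over the 16 arrays only 34 were as low (median of lists −2.33). A difference between oocyte and somatic cells remains possible with or without such a shared fall. The mitochondrial ribosomal genes went the other way, with 40 of 71 higher and 17 lower in the oocyte (median 0.64). MRPL3, which is counted among the 57, was lower there (−1.14).

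In the deposited values, all 2416 genes that were above background on none of the 16 arrays were called lower in the oocyte (median −1.04). With background-subtracted values 465 were (19.2%), 4 were higher, and the median was still −0.70. Scaling to the array median of signals that still hold the background, on brighter oocyte arrays, is consistent with the larger number of calls in the deposited values, because the signal of probes below background was 0.222 to 0.265 of the array median on oocyte arrays and 0.336 to 0.575 on somatic arrays. It leaves the remaining shift open. In the ffEV list, 12 genes were above background in no cell type (ACTL7A, ALB, C9, EFCAB3, FGA, GAPDH, HABP2, ITIH2, RPL10L, SERPIND1, TERT, and VTN). All 12 have their lowest mean in the oocyte in Table S5, where 11 are marked, and 4 were called here. No biological explanation was tested.

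Genes of the theca layer were present in GC samples to different extents. Of 305 genes at least 5 log2 units higher in TH than in CC, 50 were used, chosen without the GC arrays. Their median share of the TH signal was 1.46% in GC replicate 1, 8.34% in replicate 2, 6.34% in replicate 3, and 3.01% in replicate 4. The quartile range of replicate 1 (0.868 to 2.45%) lay below those of replicates 2 (5.71 to 10.6%) and 3 (4.06 to 7.59%). That of replicate 4 (0.442 to 5.94%) overlapped the others, so its place in the order is not settled. RNA of theca-layer cells in GC samples could give such shares. The GC values of FN1 did not follow the order of the median shares, and those of MGP departed from it only between replicates 1 and 4. Expression by GC themselves is the biological alternative, and the arrays cannot exclude it. Of 196 genes at least 7 log2 units higher in the oocyte than in TH and GC, 50 were used. Their share in CC was 0.57% in replicate 4 against 0.171, 0.0957, and 0.124% in replicates 1 to 3. All of GDF9, BMP15, ZP2, ZP3, ZP4, and NLRP5 were also highest in replicate 4. RNA of oocytes in that sample is consistent with this.

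The linear means of Table S5 were set against the deposited values on the linear scale. All 4 cell types were within 3% in 242 of 267 lines for the spot of a gene with the highest mean, in 196 for the brightest spot on each array, and in 4 for the median over spots.

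Proteins found only in ffEVs had been thought to come from genes with less expression in GC. Of their genes on the array, 108 of 115 were above background in GC (93.9%, 95% confidence interval 88.0 to 97.0), against 140 of 155 for proteins shared with GC (90.3%, 84.6 to 94.0) and 228 of 238 for proteins of GC only (95.8%, 92.4 to 97.7). By Fisher's exact test no pair of lists differed after adjustment (adjusted p = 0.44, 0.44, and 0.11, unadjusted 0.37, 0.44, and 0.035). Since nearly all genes of each list were above background, this share says little about their level in GC.

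Of 422 entries of the protein lists whose accession was in the reference table, 19 had another symbol there. In 5 ffEV entries both genes were on the array. In 2 of them, looked up after the values were seen, the contrasts of the oocyte had opposite signs. These were ALDH1L2 at 1.53 and ALDH2 at −1.57, and ERCC3 at 2.10 and CFB at −1.36. CFB was above background on only 12 of the 16 arrays, so the size of its contrast is uncertain. The entry MRPL3 carries the accession of RPL3, and both were lower in the oocyte, MRPL3 by −1.14 and RPL3 by −3.53.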
